# The SWI/SNF protein ATRX co-regulates pseudoautosomal genes that have translocated to autosomes in the mouse genome

**DOI:** 10.1186/1471-2164-9-468

**Published:** 2008-10-08

**Authors:** Michael A Levy, Andrew D Fernandes, Deanna C Tremblay, Claudia Seah, Nathalie G Bérubé

## Abstract

**Background:**

Pseudoautosomal regions (PAR1 and PAR2) in eutherians retain homologous regions between the X and Y chromosomes that play a critical role in the obligatory X-Y crossover during male meiosis. Genes that reside in the PAR1 are exceptional in that they are rich in repetitive sequences and undergo a very high rate of recombination. Remarkably, murine PAR1 homologs have translocated to various autosomes, reflecting the complex recombination history during the evolution of the mammalian X chromosome.

**Results:**

We now report that the SNF2-type chromatin remodeling protein ATRX controls the expression of eutherian ancestral PAR1 genes that have translocated to autosomes in the mouse. In addition, we have identified two potentially novel mouse PAR1 orthologs.

**Conclusion:**

We propose that the ancestral PAR1 genes share a common epigenetic environment that allows ATRX to control their expression.

## Background

The sex chromosomes in modern placental mammals (eutherians) are highly dimorphic but initially evolved from a homologous pair of autosomes [1]. Over millions of years of mammalian evolution, the sex chromosomes have lost most of their homology due to chromosome Y attrition [2]. The remaining homology between the sex chromosomes exists in the pseudoautosomal regions (PARs), located at the ends of the X and Y chromosomes [3] and was generated when genetic material from the tips of autosomes translocated to the ancient sex chromosomes [4]. Gene dosage between XX females and XY males is usually achieved by the silencing of one X chromosome in every female cell, a process known as X chromosome inactivation (XCI) [5]. Because both males and females have two copies of all PAR genes there is no requirement for dosage compensation and these genes therefore escape this inactivation process [6].

Comparison of human PARs with those of other primates, carnivores (dogs and cats) and artiodactyls (cattle, sheep, pigs; representing the common evolutionary ancestor between humans and mice) has revealed that gene content is mostly conserved in eutherians, including the existence of PARs at both ends of the X and Y chromosomes [4]. However, rodents are strikingly different in that they have a single, dissimilar and considerably shorter PAR region [7]. Fewer than half of the 24 PAR1 genes identified so far in humans have also been found in the mouse genome, and all have diverged considerably [7]. This divergence is largely due to the increased recombination rates in the PARs during male meiosis [8]. In addition, the PARs comprise a unique chromosomal environment that is rich in repetitive sequences [9,10]. For these reasons, the identification of human PAR genes and orthologs has been difficult. Interestingly, in the mouse, all human PAR1 orthologs identified to date are located on autosomes. For example, colony stimulating factor 2 receptor, alpha (*Csf2ra*) is located on mouse chromosome 19 [11] and CD99 antigen (*Cd99*) and Dehydrogenase/reductase short-chain dehydrogenase/reductase family, X chromosome (*Dhrsxy*) are located on chromosome 4 [9,12]. Human orthologs of acetylserotonin O-methyltransferase-like (*ASMTL*) and several members of the arylsulfatase (ARS) family of genes (*ARSE*, *ARSD*, *ARSF*, and *ARSH*) located just outside the PAR1, have not yet been reported in the mouse (Figure 1). Due to their location in the PAR region of evolutionary ancestors, and their current autosomal location, we will refer to these genes in the mouse as "ancestral PAR genes".

**Figure 1:**
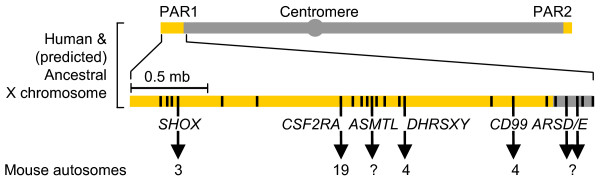
**Evolution of PAR genes in humans and mice**. PAR genes that are downregulated in the ATRX-null mouse forebrain are clustered together within the PAR1 region of common evolutionary ancestors of humans and mice but have translocated to autosomes in the mouse. Vertical lines and arrows represent individual genes. The position of the first nucleotide of each gene is as follows: *SHOX *(505,079), *CSF2RA *(1,347,701), *ASMTL *(1,482,032), *DHRSXY *(2,147,553), *CD99 *(2,619,553), *ARSD *(2,848,421), *ARSE *(2,832,011) (Human reference sequence NCBI Build 36.1). PAR1, pseudoautosomal region 1; PAR2, pseudoautosomal region 2. PAR regions are highlighted in orange.

The α thalassemia mental retardation, X linked (ATRX) protein, transcribed from Xq13.3 belongs to the Sucrose non-fermenting 2 (Snf2) family of enzymes that use the energy of adenosine tri-phosphate (ATP) hydrolysis to disrupt nucleosome stability [13,14]. Mutations in *ATRX *result in moderate to profound cognitive deficits, facial dysmorphisms, as well as skeletal and urogenital abnormalities, among other symptoms [15]. The chromatin remodeling properties of ATRX have been demonstrated *in vitro *[16]. In addition to a conserved ATPase/helicase domain, ATRX has an N-terminal zinc finger ATRX-DNMT3A/B-DNMT3L (ADD) domain that is shared with *de novo *methyltransferases. Several lines of evidence have also linked ATRX to highly repetitive genomic regions including pericentromeric heterochromatin in mouse and human cells [17]. Moreover, *ATRX *mutations in humans result in aberrant DNA methylation patterns at several repetitive elements, including ribosomal DNA (rDNA) repeats, subtelomeric repeats and Y-specific satellite repeats [18]. These repetitive sequences usually form heterochromatic structures and seem to be specifically targeted by the ATRX protein.

To assess the role of ATRX in brain development, we previously used Cre-*lox*P recombination to remove *Atrx *specifically in the forebrain beginning at E8.5. Loss of ATRX in the embryonic forebrain caused hypocellularity and a reduction in forebrain size and loss of the dentate gyrus [19].

Genes that are directly regulated by the ATRX protein have not yet been identified in either humans or mice. To identify potential genes that are controlled by ATRX, we performed a screen of gene expression and found that a subset of ancestral PAR1 genes is consistently downregulated in the absence of ATRX in the developing mouse brain. Among them are two potentially novel mouse orthologs of *Arse *and *Asmtl*. The only common link between ancestral PAR genes is their adjacent location and shared chromatin environment in the ancestral PAR region. We propose that conserved sequences and/or chromatin features targeted by ATRX were maintained upon translocation of these genes from the PAR1 on the ancestral X chromosome to their current location on mouse autosomes, and allow ATRX to modulate their expression.

## Results

### Effects of ATRX deletion on forebrain gene expression

The ability of ATRX to remodel chromatin [16] suggests that ATRX can regulate gene expression. To identify possible gene targets of the ATRX protein in the developing mouse brain, we used the previously described *Atrx*^*Foxg1Cre *^mice that lack ATRX in the forebrain [19]. In this model system, *Atrx *deletion is achieved by crossing *Atrx*^*loxP *^"floxed" mice to mice that express cyclization recombinase (Cre) under the control of the forebrain-specific forkhead box G1 (*Foxg1*) promoter [20]. We performed microarray analysis to compare the expression profiles of the *Atrx*^*Foxg1Cre *^and control telencephalon at embryonic day 13.5 (E13.5) (n = 3 pairs) using an Affymetrix mouse genome expression array representing approximately 39,000 transcripts [21]. 

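The E13.5 comparison rests on 6 arrays, 3 of Atrx-null and 3 of littermate control forebrain, each hybridized with RNA pooled from 2 forebrains. Atrx, the floxed gene, is read by 7 probe sets, and all 7 were lower in the Atrx-null array of each of the 3 littermate pairs. The brightest of them had a signal of 609 ± 60.4 in Atrx-null and 1600 ± 79.7 in control arrays (SD, n = 3 each), a log2 fold change of -1.50 (standard error 0.24, adjusted p = 0.12 from limma). The next brightest fell to 132 ± 32.5 from 453 ± 83.5 (SD, n = 3 each), a log2 fold change of -1.90 (standard error 0.22, adjusted p = 0.028 from limma, or 0.14 with the littermate pair as a block). Log2 fold changes of the other Atrx probe sets ran from -0.74 to -2.13, and which probe sets lie in the deleted part of the gene is not given in the sources used here. That call was lost without control replicate 2 (adjusted p = 0.072), control replicate 3 (0.11) or Atrx-null replicate 1 (0.063). The values analysed are signal intensities on a linear scale that the authors made in GCOS, and the mean signal of every array was 150 once its highest and lowest 2% of probe sets were left out. The median signal of an array was 41.1, 40.1 and 42.7 in the controls and 44.9, 45.1 and 43.6 in the Atrx-null samples. The RMA values that the Methods describe are not used here. The log2 of each signal was taken, each array was centred on its median, and 45030 probe sets were fitted with limma in 4 groups, genotype by age, that shared a single estimate of the spread. Affymetrix control probe sets and those of Atrx were left out of the fit, p-values were adjusted by the Benjamini-Hochberg method, and a fold change is a difference of mean log2 signals. Dim probe sets were kept. Simulated changes were recovered only in part. Of 100 probe sets given a simulated log2 change of 1 at E13.5, 30 were recovered at an adjusted p under 0.05. Of 100 given a change of 2, 68 were.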

Only probe sets showing a significant difference (p < 0.05) were included in all subsequent studies. By setting a threshold of 1.5 fold change we identified 202 disregulated probesets, and at a threshold of 2 fold change we identified only 22 altered probe sets. 

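In the E13.5 Atrx-null forebrain Csf2ra, which encodes the alpha chain of the GM-CSF receptor, and Cd99, which encodes a cell surface glycoprotein, fell, and Slc15a3, a peptide and histidine transporter, rose. Slc15a3 had a signal of 15.6 ± 2.05 in Atrx-null and 1.33 ± 0.562 in control arrays (SD, n = 3 each), a log2 fold change of 3.54 (standard error 0.28, adjusted p = 0.0024 from limma, or 0.1 with the littermate pair as a block). A probe set with no gene symbol rose to 20.3 ± 4.89 from 3.06 ± 0.848 (SD, n = 3 each), a log2 fold change of 2.64 (standard error 0.31, adjusted p = 0.035, or 0.15 with the block). Both signals lie below the median of their arrays, and the controls so near the floor that the size of these folds is not well determined: with an offset of 16 added before log2 they were 0.79 for Slc15a3 (adjusted p = 0.029) and 0.84 for the probe set with no symbol (adjusted p = 0.032). Vit, which encodes the extracellular matrix protein vitrin, had a signal of 45.2 ± 13.2 against 127 ± 25.2 in controls (SD, n = 3 each), a log2 fold change of -1.61 (standard error 0.25, adjusted p = 0.12). In all, 4 probe sets passed an adjusted p of 0.05, 2 of them higher and 2 lower in Atrx-null. At the thresholds of the study, an unadjusted p under 0.05 and a change of at least 1.5-fold, limma gave 1988 probe sets, and at 2-fold 1120. Among probe sets at or above the median signal, the counts were 432 at 1.5-fold and 84 at 2-fold, with 12 past the adjusted threshold. With the littermate pair as a block 1 probe set passed the adjusted threshold, and it was none of the 4 that passed without the block. The adjusted p of Csf2ra was then 0.15 and that of Cd99 0.1. The threshold was passed by 13, 9, 9 and 30 probe sets without control replicate 1, control replicate 2, Atrx-null replicate 1 or Atrx-null replicate 3. The call of the probe set with no symbol was lost without control replicate 2 (adjusted p = 0.079), control replicate 3 (0.12), Atrx-null replicate 1 (0.067) or Atrx-null replicate 2 (0.11).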

Approximately two-thirds of the probe sets demonstrating altered expression were upregulated (Additional file 1A, B).

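Apoe, an apolipoprotein of glia and macrophages, was among the higher transcripts of the E13.5 Atrx-null forebrain, with a signal of 240 ± 22.5 against 93.5 ± 21.1 in controls (SD, n = 3 each) and a log2 fold change of 1.28 (adjusted p = 0.12 from limma). Eda2r, a receptor induced by p53, had a log2 fold change of 1.56 (adjusted p = 0.16). Among the lower ones was Drd2, the D2 dopamine receptor, at -1.09 (adjusted p = 0.30), and Dlx5, a homeobox gene of ventral forebrain interneurons, was at -0.96 (adjusted p = 0.53). None of these 4 genes passed the adjusted threshold. Of the probe sets changed by at least 1.5-fold at an unadjusted p under 0.05, 1105 were higher and 883 lower in Atrx-null, so 55.6% were higher. The share moved with the scaling of the arrays, to 74.6% higher for signals as deposited and to 47.4% higher after quantile normalization. Among probe sets at or above the median signal 155 were higher and 277 lower, or 35.9% higher.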

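The P0.5 comparison rests on 7 arrays, 4 of Atrx-null and 3 of littermate control forebrain. The 4 pairs are formed by setting Atrx-null replicates 2A and 2B against the same control, replicate 2. Atrx was again lower in the Atrx-null array of every pair on all 7 of its probe sets. The brightest of them fell to 419 ± 108 (SD, n = 4) from 1470 ± 149 (SD, n = 3), a log2 fold change of -1.91 (standard error 0.23, adjusted p = 0.014 from limma, or 0.051 with the littermate pair as a block). The next brightest fell by 2.15 on the log2 scale (standard error 0.21, adjusted p = 0.0055, or 0.055 with the block), and another Atrx probe set fell by 1.79 (adjusted p = 0.036, or 0.11 with the block, and from 0.067 to 0.14 without any single P0.5 array). The call of the brightest was lost without control replicate 3 (adjusted p = 0.053) or Atrx-null replicate 1 (0.056), 2A (0.07) or 2B (0.055). Median signals were 49.8, 53.8 and 41.9 in the control arrays and 51.5, 52.3, 52.1 and 46.8 in the Atrx-null arrays. The standard deviation over probe sets of the log2 difference between Atrx-null replicates 2A and 2B was 0.70. It was 0.67 to 0.77 for the other pairs of Atrx-null arrays. Replicates 2A and 2B were counted as separate samples, but this comparison cannot show that they are independent, and they share a control. Signals were made, scaled and fitted as for E13.5, in the same model. Of 100 probe sets given a simulated log2 change of 1 at P0.5, 30 were recovered, and of 100 given a change of 2, 73 were.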

We next compared gene expression patterns in control and *Atrx*-null forebrain tissue at postnatal day 0.5 (P0.5) (n = 4 pairs). At a threshold of 1.5 fold change, we identified 304 probe sets and at a threshold of 2 fold change, we identified 57 probe sets showing altered transcript levels. 

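Nr4a2, a nuclear receptor of dopaminergic and deep-layer cortical neurons, fell in the P0.5 Atrx-null forebrain on 3 probe sets. The Nr4a2 probe set of the accession in Table 1 had a signal of 150 ± 6.84 (SD, n = 4) in Atrx-null and 454 ± 21.9 (SD, n = 3) in control arrays, a log2 fold change of -1.67 (standard error 0.18, adjusted p = 0.01 from limma), and the log2 fold changes of the others were -1.64 and -2.17. Tcfl5, a basic helix-loop-helix transcription factor, rose to 200 ± 45.1 (SD, n = 4) from 43.2 ± 3.11 (SD, n = 3), a log2 fold change of 2.12 (standard error 0.21, adjusted p = 0.0073). Plcd3, a phospholipase C, rose by 1.81 on the log2 scale (adjusted p = 0.01), Tgfbr3, the betaglycan coreceptor of TGF-beta, by 1.19 (adjusted p = 0.046) and Lepr, the leptin receptor, by 1.55 (adjusted p = 0.04). Myh2, a myosin heavy chain of muscle, fell by 2.32 on the log2 scale (adjusted p = 0.011), Pik3cd, a catalytic subunit of phosphoinositide 3-kinase, by 2.02 (adjusted p = 0.042) and Dtx1, a regulator of Notch signaling, by 2.35 (adjusted p = 0.045), from dim signals of 17.9, 30.7 and 20.5 in controls. Plcd3 and Lepr were dim as well, at 6.46 and 22.6 in controls. With an offset of 16 added before log2 the log2 fold changes were -0.82 for Myh2, -1.01 for Pik3cd, -0.89 for Dtx1, 0.77 for Plcd3 and 1.06 for Lepr, all past an adjusted p of 0.05, while over the mean of all probe sets of a gene the calls of Pik3cd (adjusted p = 0.54), Dtx1 (0.093) and Lepr (0.29) were lost. Asmtl, Cd99, Csf2ra and the EST BI202412 also fell, though none of them passed with the littermate pair as a block. The adjusted p was then 0.12 for Asmtl, 0.062 for the brightest Cd99 probe set, 0.18 for Csf2ra and 0.12 for BI202412. In all, 18 probe sets passed an adjusted p of 0.05, 5 higher and 13 lower in Atrx-null. At an unadjusted p under 0.05, 1564 probe sets changed by at least 1.5-fold, 927 higher and 637 lower (70.9% higher for signals as deposited, against 59.3%), and 834 by at least 2-fold. Among probe sets at or above the median signal, 442 changed by 1.5-fold and 97 by 2-fold. With the littermate pair as a block 2 probe sets passed the adjusted threshold, the Nr4a2 probe set at -2.17 among them, and the adjusted p of the other probe sets named here with a fold change ran from 0.062 for Plcd3 to 0.2 for Tgfbr3. The calls of Tgfbr3 and Pik3cd were lost without any single P0.5 array (adjusted p up to 0.18 and 0.16), that of Lepr without control replicate 1 or any Atrx-null array (up to 0.11), that of Dtx1 without any array but control replicate 2 (up to 0.17), that of Myh2 without Atrx-null replicate 2B (0.052), and that of the Nr4a2 probe set at -1.64 without control replicate 1 (0.053) or Atrx-null replicate 1 (0.06), 2B (0.056) or 3 (0.051).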

When we compared the microarray results at E13.5 and P0.5 we identified 14 common probe sets that were upregulated and 13 that were downregulated more than 1.5 fold, and one increased and three decreased more than 2 fold (Additional file 1A).

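Aldh1a2, which makes retinoic acid in the meninges, was higher in Atrx-null forebrain at both ages, with a log2 fold change of 1.21 at E13.5 (adjusted p = 0.71 from limma) and 1.29 at P0.5 (adjusted p = 0.67). Col6a1, a chain of collagen VI, had log2 fold changes of 0.80 and 0.74 (adjusted p = 0.65 and 0.76). Sst, the interneuron peptide somatostatin, was lower at both ages, at -1.46 (adjusted p = 0.49) and -0.87 (adjusted p = 0.90), as was Pou3f1, a POU transcription factor of cortical neurons, at -0.95 (adjusted p = 0.18) and -0.61 (adjusted p = 0.44). At 1.5-fold and an unadjusted p under 0.05, 72 probe sets were higher at both ages where independent lists would share 22.7 (Fisher's exact test, p = 1.3e-17), and 36 were lower at both where 12.5 would be shared (Fisher's exact test, p = 2.1e-08). The ages have no array in common, but probe sets are not independent of each other. Both ages also share 1 estimate of spread per probe set, so a probe set with a low estimate enters both lists more easily. The excess over independent lists can therefore not be read as agreement between the ages alone. Another 37 probe sets that were higher at E13.5 were lower at P0.5, where independent lists would share 15.6 (Fisher's exact test, p = 1.8e-06), and 26 went the other way, where 18.2 would be shared (Fisher's exact test, p = 0.071). At 2-fold, 34 were higher and 20 lower at both ages, where independent lists would share 7.38 and 3.38, while 22 were higher at E13.5 and lower at P0.5, where 4.98 would be shared (Fisher's exact test, p = 8.9e-09), and 7 went the other way, where 5.01 would be (Fisher's exact test, p = 0.36). Of those 20, Cd99 accounts for 3 probe sets, and Dhrsxy, Csf2ra, Asmtl and the ESTs BI202412 and BI320076 for 1 each. With an offset of 16 added before log2 the counts at 1.5-fold were 16 higher and 17 lower, and among probe sets at or above the median signal 23 and 15. By limma's interaction term 0 probe sets had an effect that differed between the ages at an adjusted p under 0.05, and other settings gave at most 2. At an unadjusted p under 0.05, 2181 of the 45030 tested did, a share below the 0.05 that chance alone would give.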

We used GeneSpring to identify significantly overrepresented Gene Ontology (GO) categories in the *Atrx*-null mouse forebrain. 

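Macrophages and microglia, the phagocytes of the developing brain, were followed through 29 measured marker genes, of which 23 were higher in Atrx-null forebrain at E13.5 and 25 at P0.5. Mpeg1, a pore-forming protein of macrophages, had a log2 fold change of 1.94 at E13.5 (standard error 0.55, adjusted p = 0.52 from limma), Ptprc, the leukocyte antigen CD45, of 0.93 (adjusted p = 0.56), and Cd14, a receptor for lipopolysaccharide, of -1.04 (adjusted p = 0.50). At P0.5 Mrc1, the mannose receptor, had a log2 fold change of 1.00 (adjusted p = 0.41), Tyrobp, an adaptor of microglial receptors, of 0.64 (adjusted p = 0.43) and Fcgr3, an Fc receptor, of 0.66 (adjusted p = 0.46). No member passed over all probe sets. Adjusted over the list alone, 3 were higher and 1 lower at E13.5, and 6 were higher at P0.5. The list as a whole rose, with a median log2 fold change of 0.33 at each age (camera, adjusted p = 5.2e-06 at E13.5 and 4.2e-09 at P0.5, and 0.021 and 0.0049 with an estimated correlation). Interferon and antigen presentation genes rose as a list at E13.5 by a median of 0.13 over 19 measured members, 11 higher and 8 lower (camera, adjusted p = 0.018, and adjusted p = 0.42 with an estimated correlation). Adjusted over the list alone, Usp18, a brake on interferon signaling, was higher at 1.01 and Bst2, which tethers viruses to the cell surface, at 1.14, while Ifit3, an antiviral protein, had a log2 fold change of -1.51 (adjusted p = 0.78). At P0.5 the interferon list had a median of 0.07 (adjusted p = 0.15). Its E13.5 call was lost without control replicate 1 (adjusted p = 0.25), control replicate 2 (0.061) or Atrx-null replicate 3 (0.45), and at P0.5 it passed without control replicate 1 (0.018) or Atrx-null replicate 2A (0.019). Enrichment of Gene Ontology categories was not analysed here.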

Several statistically and biologically significant categories of upregulated genes were related to the immune response. This could be an indirect response to the increased apoptosis that characterizes the *Atrx*-null forebrain at E13.5 in the developing cortex and to a lesser extent at P0.5 in the hippocampus [19]. In particular, categories and genes involved in phagocytotic clearing of apoptotic cells, such as complement activation [22], were enriched at both E13.5 and P0.5. 

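C1qa, a chain of the C1q complex that opens the classical complement cascade, had a signal of 67.3 ± 13.1 in Atrx-null and 13.8 ± 8.34 in control arrays at E13.5 (SD, n = 3 each), a log2 fold change of 2.32 (standard error 0.36, adjusted p = 0.12 from limma), and was higher in all 3 littermate pairs. Without control replicate 2 it passed (adjusted p = 0.0089). C1qb, another chain of C1q, had a log2 fold change of 0.94 (adjusted p = 0.58), and Cfi, the inhibitory complement factor I, of -0.89 (adjusted p = 0.70). At P0.5 C1s1 and C1ra, the proteases of the C1 complex, had log2 fold changes of 1.63 (adjusted p = 0.30) and 2.05 (adjusted p = 0.40), and Colec12, a scavenger receptor, of 1.50 (adjusted p = 0.24). Of the 20 complement genes listed, 16 were measured, and none passed over all probe sets at either age. Adjusted over the list alone, C1qa was higher at E13.5, and C1s1, C1ra, Colec12 and Serping1, the C1 inhibitor, were higher at P0.5. The list rose at E13.5, with 12 of 16 members higher and a median log2 fold change of 0.30 (camera, adjusted p = 0.00087, and adjusted p = 0.19 with an estimated correlation). It rose at P0.5 with 10 of 16 members higher, a median of 0.11 and a mean of 0.41 (camera, adjusted p = 0.00049, and adjusted p = 0.084 with an estimated correlation), a call that was lost without control replicate 3 (adjusted p = 0.062). Markers of macrophages and microglia moved with this list: Aif1, a calcium-binding protein of microglia, had a log2 fold change of 1.49 at E13.5 (adjusted p = 0.63), and Itgb2, an integrin of leukocytes, of 0.58 at P0.5 (adjusted p = 0.76). The paper proposes that the higher expression of immune genes could be an indirect response to apoptosis in the Atrx-null forebrain.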

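All 32 measured genes of meningeal fibroblasts and the extracellular matrix were higher in P0.5 Atrx-null forebrain. Igf2, a growth factor made by meninges and choroid plexus, had a signal of 1540 ± 74 (SD, n = 4) against 788 ± 245 (SD, n = 3) in controls, a log2 fold change of 0.95 (standard error 0.20, adjusted p = 0.24 from limma). Postn, a matricellular protein that binds integrins, had a log2 fold change of 1.07 (adjusted p = 0.30), Ogn, a proteoglycan, of 1.32 (adjusted p = 0.30) and Nid2, a basement membrane protein, of 0.95 (adjusted p = 0.30). No member passed over all probe sets and 18 were higher when adjusted over the list alone. The list rose by a median of 0.61 (camera, adjusted p = 5.2e-30, and 0.019 with an estimated correlation). At E13.5 its median was 0.17 with 26 of 32 higher (camera, adjusted p = 1.7e-05, and adjusted p = 0.42 with an estimated correlation). Choroid plexus markers rose with them at P0.5, by a median of 0.96 over 20 measured genes (camera, adjusted p = 4.4e-22, and 0.011 with an estimated correlation), 14 of them higher when adjusted over the list alone. Of 34 measured transcription factors and signals of nervous system development, 24 were lower at E13.5, and the list fell with a median of -0.28 (camera, adjusted p = 0.0057, and adjusted p = 0.39 with an estimated correlation). Markers of regions fell at the same age: the diencephalon list, which shares 7 genes with it, had 28 of 31 lower with a median of -0.41 (camera, adjusted p = 1.8e-05, adjusted p = 0.29 with an estimated correlation, and 0.061 without E13.5 control replicate 2), and the inhibitory lineage list had 23 of 24 lower with a median of -0.47 (camera, adjusted p = 1.1e-07, and adjusted p = 0.29 with an estimated correlation). Adjusted over the list alone, Pou3f1, Nxph2 and Pou3f2 were lower and Bdnf higher at E13.5. Pou3f2, a POU transcription factor, had a log2 fold change of -0.62 (adjusted p = 0.52) and Bdnf, a neurotrophin, of 1.10 (adjusted p = 0.32). At P0.5 the nervous system list had a median of 0.04 and did not pass (adjusted p = 0.63). Adjusted over the list alone, Nr4a2, Otx1, Pou3f1, Nxph2 and Pou3f2 were lower there, and Otx2, Zic1 and Ebf3 higher. Table 1 of the paper has Nxph2 as lowered at E13.5 and Nr4a2 at P0.5 on these arrays, and had been seen when the list was written. Their calls and the E13.5 fall of the list are thus not wholly independent of the paper's choice. The diencephalon list likewise holds Shox2, Gbx2 and Tcf7l2 of Table 1, and had an E13.5 median of -0.34 without them. Otx1, a homeobox gene of deep cortical layers, had a log2 fold change of -1.13 (adjusted p = 0.36) and Zic1, a zinc finger gene of the dorsal midline and meninges, of 0.92 (adjusted p = 0.22). Without E13.5 control replicate 2 the E13.5 adjusted p of the nervous system list was 0.23, and among probe sets at or above the median signal it was 0.065.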

Several genes involved in cell adhesion processes were upregulated at P0.5 and, consistent with the abnormal forebrain development described in the Atrx-null forebrain[19], genes involved in neurogenesis and nervous system development were downregulated at both timepoints (Additional file 2).

### Ancestral pseudoautosomal genes are downregulated in the Atrx-null mouse forebrain

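The probe sets of the clones W45978, BI202412, BE457721, AK007409 and BI320076 were each lower in the Atrx-null array of every littermate pair, 3 of 3 at E13.5 and 4 of 4 at P0.5. That of AK007409 fell at P0.5 from 119 ± 16.3 (SD, n = 3) to 26.9 ± 8.71 (SD, n = 4), a log2 fold change of -2.27 (standard error 0.29, adjusted p = 0.027 from limma, or 0.12 with the littermate pair as a block), and had a log2 fold change of -1.30 at E13.5 (standard error 0.31, adjusted p = 0.38). That of BI202412 fell at P0.5 from 76.9 ± 7.22 (SD, n = 3) to 20 ± 2.84 (SD, n = 4), a log2 fold change of -2.02 (standard error 0.22, adjusted p = 0.01, or 0.12 with the block), and had a log2 fold change of -1.17 at E13.5 (standard error 0.23, adjusted p = 0.23). W45978 gave the brightest of the 5 signals, 181 ± 8.65 in Atrx-null and 603 ± 135 in control arrays at E13.5 (SD, n = 3 each). Its log2 fold changes were -1.82 at E13.5 (standard error 0.23, adjusted p = 0.059) and -1.36 at P0.5 (standard error 0.22, adjusted p = 0.087, or 0.026 without control replicate 3). BE457721 had a signal of 25.7 ± 13.8 against 96.2 ± 9.32 in controls at E13.5 (SD, n = 3 each), a log2 fold change of -2.17 (standard error 0.34, adjusted p = 0.12, or 0.028 without Atrx-null replicate 3). At P0.5 it had 81.2 ± 8.86 (SD, n = 4) against 130 ± 11.7 (SD, n = 3), a log2 fold change of -0.75 (standard error 0.32, adjusted p = 0.90, or 0.31 with P0.5 fitted on its own arrays). BI320076 had log2 fold changes of -2.45 and -2.60 with standard errors of 0.76 and 0.71, and did not pass at either age (adjusted p = 0.58 and 0.45). The call of AK007409 at P0.5 was lost without control replicate 1 (adjusted p = 0.061), control replicate 3 (0.086), Atrx-null replicate 2A (0.088) or Atrx-null replicate 3 (0.083).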

Five of the most downregulated transcripts identified in the microarray analysis were unidentified cDNA clones (Affymetrix IDs 1436320_at, 1448057_at, 1443755_at, 1429730_at and 1453066_at; Accessions [GenBank:W45978], [GenBank:BI202412], [GenBank:BE457721], [GenBank:AK007409] and [GenBank:BI320076] respectively). To further investigate these probe sets, their NCBI nucleotide sequences were used for a Basic Local Alignment Search Tool nucleotide (BLASTn) search of the nr database. The expressed sequence tag (EST) [GenBank:W45978] has similarity to *Mus musculus Dhrsxy *([GenBank:NM_001033326], score = 120, E value 5e-24). The EST [GenBank:BI202412] displayed similarity to several unidentified mouse cDNA clones. Interestingly, a BLAST-like Alignment Tool (BLAT) search of this clone showed similarity to intron 1 of mouse *Dhrsxy *and it could represent an unknown splice variant of *Dhrsxy*. The EST [GenBank:BE457721] is annotated as similar to human *Arse *and a BLASTn search revealed high similarity to *Rattus norvegicus Arse *([GenBank:NM_001047885], score 197, E value 6e-28). BLASTn of [GenBank:AK007409] showed high similarity to *Asmtl *in cow ([GenBank:BT02626], score = 248, E value = 6e-62) as well as dog, human, the putative rat *Asmtl*, and numerous other species. The EST [GenBank:BI320076] displayed no significant hits to any sequences by either BLASTn or BLAT. Interestingly, while *Dhrsxy*, *Arse *and *Asmtl *do not display an obvious connection, they do share a common link in that they are all pseudoautosomal genes in eutherians. In addition, the microarray data showed decreased expression of *Cd99*, *Shox2 *and *Csf2ra*, that also lie within the pseudoautosomal region in most eutherians. Therefore, while GO analysis identified a subset of downregulated genes involved in brain development at both timepoints, a more in depth analysis of downregulated targets revealed that many are orthologs of PAR1 genes residing on the tip of the X and Y chromosomes in most placental mammals. 

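Cd99 fell at both ages. On the brightest of its 3 probe sets its signal was 135 ± 7.75 in Atrx-null and 326 ± 21.4 in control arrays at E13.5 (SD, n = 3 each), a log2 fold change of -1.37 (standard error 0.13, adjusted p = 0.0062 from limma). At P0.5 it was 117 ± 9.21 (SD, n = 4) against 295 ± 15.4 (SD, n = 3), a log2 fold change of -1.41 (standard error 0.12, adjusted p = 0.0046). The other Cd99 probe sets were lower too, with log2 fold changes of -1.23 and -1.05 at E13.5 and -1.13 and -1.06 at P0.5. That at -1.06 passed (adjusted p = 0.027), but not with the littermate pair as a block (0.13), for signals as deposited (0.055) or without any single P0.5 array other than control replicate 2 (0.051 to 0.11). Csf2ra fell at both ages as well, to 13.1 ± 7.21 from 103 ± 16.6 at E13.5 (SD, n = 3 each), a log2 fold change of -3.23 (standard error 0.38, adjusted p = 0.035), and to 28.7 ± 3.52 (SD, n = 4) from 166 ± 43.2 (SD, n = 3) at P0.5, a log2 fold change of -2.58 (standard error 0.35, adjusted p = 0.042). A dimmer Csf2ra probe set had log2 fold changes of -0.96 and -2.65. Shox2, a homeobox gene expressed in the thalamus, had a signal of 75.5 ± 72.7 in Atrx-null and 175 ± 74.9 in control arrays at E13.5 (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.78, adjusted p = 0.76). It was -0.83 without Atrx-null replicate 3 and -2.84 without Atrx-null replicate 1, and did not pass in either case (adjusted p = 0.73 and 0.40). A dimmer Shox2 probe set was at -1.32 (adjusted p = 0.85). At P0.5 its signal was 9.14 ± 1.95 (SD, n = 4) against 12.7 ± 3.28 (SD, n = 3), a log2 fold change of -0.54 (adjusted p = 1). Gbx2 and Tcf7l2, transcription factors of the thalamus, moved with Shox2 at E13.5, at log2 fold changes of -1.83 (adjusted p = 0.82) and -1.20 (adjusted p = 0.80). With the littermate pair as a block the adjusted p of Cd99 was 0.1 at E13.5 and 0.062 at P0.5, and that of Csf2ra 0.15 and 0.18. The E13.5 call of Csf2ra was lost without control replicate 2 (adjusted p = 0.09) or 3 (0.13), and its P0.5 call without any single P0.5 array other than control replicate 2 (0.095 to 0.16). Its E13.5 call was also lost with array weights (-3.1, adjusted p = 0.11) and over the mean of all its probe sets (-2.09, adjusted p = 0.15).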

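Dhrsxy, Cd99, Csf2ra, Shox2, Asmtl and Arsd/e, the sequence related to arylsulfatases D and E, form a list of 6 ancestral PAR genes, and every member was lower in Atrx-null forebrain at both ages. Over all probe sets, 2 of the 6 fell at E13.5, Cd99 and Csf2ra, and 3 at P0.5, those and Asmtl. Adjusted over the list alone, all 6 were lower at E13.5 and 5 at P0.5, Shox2 being the exception. The median log2 fold change of the list was -1.89 at E13.5 and -1.39 at P0.5 (camera, adjusted p = 3.5e-16 and 4.9e-14, and 0.00028 and 0.00057 with an estimated correlation). The study chose these genes on these samples, so neither these counts nor the p-values of the list are independent evidence of the genes' direction. Of 15 other mouse orthologs of genes in or next to human PAR1, 6 were measured, and none passed over all probe sets. That list had a median of 0.34 at E13.5 (camera, adjusted p = 0.28) and fell at P0.5, with a median of -0.52 (camera, adjusted p = 0.0048, and adjusted p = 0.067 with an estimated correlation). Its member Ppp2r3d, a regulatory subunit of protein phosphatase 2A, had a log2 fold change of -0.70 at P0.5 (standard error 0.18, adjusted p = 0.41 from limma) and was lower when adjusted over the list alone. Crlf2, the receptor of thymic stromal lymphopoietin, had log2 fold changes of 0.53 at E13.5 (adjusted p = 0.84) and -0.53 at P0.5 (adjusted p = 0.94). Of 7 other arylsulfatase genes, 6 were measured and none passed, with list medians of -0.04 and 0.01 (camera, adjusted p = 0.79 and 0.63). Leaving out each of the 13 arrays in turn, those of the other age included, left 1 to 3 of the 6 ancestral PAR genes past the threshold over all probe sets at each age. With the littermate pair as a block, with each age on its own arrays and in an unmoderated comparison 0 of the 6 passed at either age, and with an offset of 16 or an intensity trend 4 did at each age.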

Overall, our transcriptional screen identified six of these genes, constituting approximately half of all PAR1 orthologs discovered in the mouse genome so far. The more intriguing aspect of this finding is that in the mouse, these genes no longer reside within the PAR1 region but have translocated to autosomes (Figure 1). It also identified two potential novel PAR1 orthologs–*Arse *and *Asmtl*–not previously identified in the mouse genome. At E13.5, these genes represent 6 of the 15 most downregulated transcripts identified by microarray analysis. 

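Among the 620 genes that were lower in E13.5 Atrx-null forebrain at an unadjusted p under 0.05, with 1 probe set per gene, Csf2ra ranked 2 by log2 fold change and Arsd/e 15. Shox2 ranked 26, Dhrsxy 37, Cd99 110 and Asmtl 122, so 2 of these 6 ancestral PAR genes were among the 15 most lowered. Among the 331 lower genes at or above the median signal, which leaves Shox2 out, Csf2ra ranked 1, Arsd/e 2, Dhrsxy 4, Cd99 9 and Asmtl 11. With an offset of 16 added to each signal before log2, which damps the changes of dim probe sets, Csf2ra, Dhrsxy, Arsd/e and Shox2 held ranks 1, 2, 3 and 4 of 710 lower genes, Cd99 rank 12 and Asmtl rank 17. Each of these alternative rankings places 5 of the 6 genes among the 15 most lowered, and both were chosen after the values were seen. The number was 1 after quantile normalization, with E13.5 fitted on its own arrays, with array weights, with ratios of linear means, and without control replicate 1, 2 or 3 or Atrx-null replicate 2.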

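Among the 430 genes that were lower in P0.5 Atrx-null forebrain at an unadjusted p under 0.05, Csf2ra ranked 3 by log2 fold change and Asmtl 7. Cd99 ranked 47, Dhrsxy 54 and Arsd/e 135, and Shox2 was not among them. Restricted to the 276 lower genes at or above the median signal, Csf2ra ranked 1, Asmtl 2, Cd99 8, Dhrsxy 9 and Arsd/e 37. The number of ancestral PAR genes among the 5 most lowered was 1 over all genes and 2 in the restricted ranking, which was chosen after the values were seen. It was 0 without control replicate 1 or Atrx-null replicate 2B.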

Strikingly, they constitute 4 of the top 5 most downregulated genes in the microarray performed on P0.5 forebrain tissue (*Arse *and *Shox2 *were not significantly decreased in the microarray at P0.5) (Table 1, Additional file 1B). These results suggest that ATRX normally participates in the transcriptional activation of these genes during both the proliferative (E13.5) and more differentiative (P0.5) stages of forebrain development.

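On the probe set that represents each of them, Dhrsxy, Cd99, Csf2ra, Asmtl, Arsd/e and Shox2 were lower in 3 of 3 littermate pairs at E13.5 and in 4 of 4 pairs at P0.5, though for Shox2 in P0.5 pair 1 only after centring, by 0.03 on the log2 scale, from signals of 10.7 in Atrx-null and 10.6 in control. A dimmer Shox2 probe set was lower in 2 of 4 pairs at P0.5, with a log2 fold change of -0.27 (adjusted p = 1 from limma), and a dim probe set annotated to Dhrsx in 2 of 3 pairs at E13.5, with a log2 fold change of -0.40 (adjusted p = 0.90). No difference between the ages was detected for any of them. The effect at P0.5 minus the effect at E13.5 was -0.97 on the log2 scale for Asmtl (adjusted p = 1 from limma's interaction term), 1.42 for Arsd/e (adjusted p = 0.88), 1.42 for Shox2 (adjusted p = 1), 0.65 for Csf2ra, 0.46 for Dhrsxy and -0.04 for Cd99. For the 6 genes as a list this difference had a median of 0.55 (camera, adjusted p = 0.30). In each of the alternative settings, 16 at E13.5 and 17 at P0.5, each of the 6 genes was lower in Atrx-null. Some of these settings cannot change a fold change and so do not test its direction. They are each age on its own arrays, the unmoderated comparison and the intensity trend, and at E13.5 also the block. A filter for probe sets at or above the median signal kept 5 of the 6 genes, all lower. Over the unfiltered settings the log2 fold change of Cd99 ran from -1.41 to -1.22 at E13.5 and from -1.47 to -1.20 at P0.5, that of Csf2ra from -3.63 to -2.09 and from -2.87 to -2.05, that of Dhrsxy from -1.92 to -1.67 and from -1.64 to -1.14, that of Asmtl from -1.45 to -1.05 and from -2.43 to -1.72, that of Arsd/e from -2.58 to -1.56 and from -0.83 to -0.64, and that of Shox2 from -2.84 to -0.83 and from -0.68 to -0.24. From these results the paper proposes that ATRX takes part in activating the transcription of these genes at both the proliferative and the more differentiative stage.

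**Figure D1:**
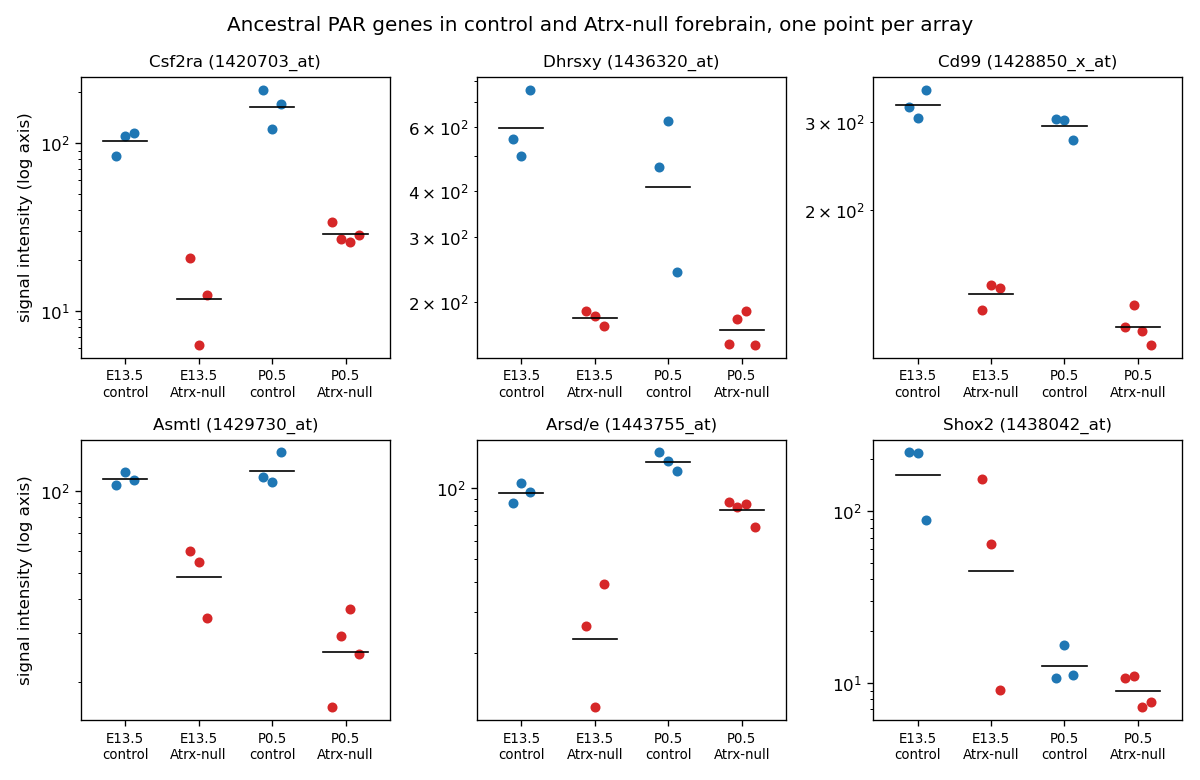
Signal intensity, on a log axis, of the 6 ancestral PAR genes in control (blue) and Atrx-null (red) forebrain at E13.5 and P0.5, with 1 point per array and the geometric mean of each group as a black line. The Atrx-null arrays lie below all control arrays of their age for Csf2ra, Dhrsxy, Cd99, Asmtl and Arsd/e, while for Shox2 at E13.5 the Atrx-null arrays, at 153, 64.4 and 9.09, overlap the controls, at 220, 217 and 88.9.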

**Table 1:** Downregulated genes in the ATRX-null forebrain at E13.5 and P0.5.

		Chromosome			
				
Gene	Description	Mouse	Human	Fold Change	Genbank
**E13.5 Downregulated Genes**					
**IMAGE:354942**	**Similar to dehydrogenase/reductase (SDR family) X chromosome (*Dhrsxy*)**^1^	**4**	**X/Y PAR**	**-4.81**	W45978
***Csf2ra***	**Colony stimulating factor 2 receptor, alpha, low-affinity (granulocyte-macrophage)**	**19**	**X/Y PAR**	**-3.05**	BM941868
*Vit*	Vitrin	17	2	-2.74	AF454755
***Shox2***	**Short stature homeobox 2**	**3**	**X/Y PAR**	**-2.73**	AV332957
*Tcf7l2*	Transcription factor 7-like 2, T-cell specific, HMG-box	19	10	-2.72	BB175494
*Gbx2*	Gastrulation brain homeobox 2	1	2	-2.55	L39770
**IMAGE:3326212**	**Similar to Arylsulfatase E (*Arse*)**^1^	**-**	**X/Y**	**-2.21**	BE457721
*Syt13*	Synaptotagmin 13	2	11	-2.19	BB244585
***Cd99***	**CD99 antigen**	**4**	**X/Y PAR**	**-2.09**	AK004342
*Nxph1*	Neurexophilin 1	6	7	-1.92	BB274960
*Neurod4*	Neurogenic differentiation 4	10	12	-1.86	NM_007501
*Nxph2*	Neurexophilin 2	2	2	-1.86	BB169128
*Peg10*	Paternally expressed 10	6	7	-1.86	BG076799
**RIKEN:1810009N02**	**Similar to *Asmtl *(acetylserotonin O-methyltransferase-like)**^1^	**-**	**X/Y PAR**	**-1.81**	AK007409
*Wif1*	Wnt inhibitory factor 1	10	12	-1.81	BC004048

					

**P0.5 Downregulated Genes**					
***Csf2ra***	**Colony stimulating factor 2 receptor, alpha, low-affinity (granulocyte-macrophage)**	**19**	**X/Y PAR**	**-7.14**	BM941868
*Nr4a2*	Nuclear receptor subfamily 4, group A, member 2	2	2	-3.33	NM_013613
**IMAGE:354942**	**Similar to *Dhrsxy *(dehydrogenase/reductase (SDR family) X chromosome**^1^	**4**	**X/Y PAR**	**-3.33**	W45978
IMAGE:5656844	Unknown EST	-	-	-2.86	BI320076
*Met*	Met proto-oncogene	6	7	-2.78	BG060788
***Cd99***	**CD99 antigen**	**4**	**X/Y PAR**	**-2.22**	AK004342
*Dsc3*	Desmocollin 3	18	18	-2.22	NM_007882
*Mbp*	Myelin basic protein	18	18	-2.17	AI323506
*Cbln4*	Cerebellin 4 precursor protein	2	20	-2.08	AV343573
*EST*	Unknown EST	-	-	-2.08	BI202412
*Trpc4*	Tansient receptor potential cation channel, subfamily C, member 4	3	13	-2.04	BB271442
**RIKEN:1810009N02**	**Similar to *Asmtl *(acetylserotonin O-methyltransferase-like)**^1^	**-**	**X/Y PAR**	**-2.00**	AK007409

^1^By BLASTn

cRNA was generated from total forebrain RNA from three pairs of littermate-matched ATRX-null and wild type forebrain tissue and hybridized to an Affymetrix Mouse Genome 430 2.0 Array. Data was analyzed using GeneSpring. Probesets were filtered by fold change (1.8 fold at P0.5, 2 fold at E13.5) and confidence, P < 0.05, and duplicate genes were removed. 

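Among the genes of Table 1 that are not ancestral PAR genes, at E13.5 Nxph1, a ligand of neurexins, had a log2 fold change of -0.73 (standard error 0.39, adjusted p = 0.85 from limma), Nxph2, its paralog, of -1.31 (adjusted p = 0.30), Syt13, a synaptotagmin, of -1.12 (adjusted p = 0.81), Peg10, an imprinted gene, of -0.59 (adjusted p = 0.89) and Wif1, an inhibitor of Wnt, of -0.38 (adjusted p = 0.92). Neurod4, a proneural transcription factor, had a signal of 28.6 ± 22.1 in Atrx-null and 17.8 ± 13.2 in control arrays (SD, n = 3 each), a log2 fold change of 0.29 (standard error 1.00, adjusted p = 0.98). Its sign is not settled: the pairs gave 1.03, 3.17 and -3.34, and it was -0.56 without control replicate 2, -0.36 and -0.31 without Atrx-null replicates 1 and 2, and -0.42 over the mean of all its probe sets. At P0.5 Met, the receptor of hepatocyte growth factor, had a signal of 130 ± 12.8 (SD, n = 4) against 360 ± 90.6 (SD, n = 3) in controls, a log2 fold change of -1.52 (standard error 0.60, adjusted p = 0.86), and was lower in 4 of 4 pairs. Cbln4, a synaptic organizer, had a log2 fold change of -1.14 (standard error 0.18, adjusted p = 0.087) and Trpc4, a cation channel, of -1.22 (standard error 0.52, adjusted p = 0.90). The fit shares 1 estimate of spread per probe set over both ages. At E13.5 signals ran from 2.26 to 16.5 for Met and from 5.08 to 33.3 for Trpc4. Their P0.5 standard errors include that spread and do not show scatter at P0.5 alone. Dsc3, a desmocollin of cell junctions, and Mbp, myelin basic protein, had log2 fold changes of 0.26 (adjusted p = 1) and -0.02 (adjusted p = 1), each on the probe set of the gene with the highest mean signal, because the accessions in Table 1 had no match, so these need not be the probe sets of the paper. Over the mean of all probe sets of the gene the log2 fold changes were -1.11 for Dsc3 (adjusted p = 0.53) and -0.81 for Mbp (adjusted p = 0.18). The effect on Cbln4 at P0.5 minus that at E13.5 was -1.70 (adjusted p = 0.29), and for Nr4a2 it was -1.76 (adjusted p = 0.28).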

Ancestral PAR genes are highlighted in grey.

### Verification of gene expression changes

To validate the microarray results, we performed real-time quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) analysis of *Dhrsxy, Cd99*, *Csf2ra*, *Shox2 *and also the putative new orthologs of *Asmtl *and *Arse *in *Atrx*-null and control E13.5 and P0.5 forebrain (n = 3 at each time point). Since *Arse *and *Asmtl *have not yet been identified in the mouse, we sequenced the PCR products to ensure they corresponded to the transcripts identified on the microarray, and not to other contaminating sequences. The qRT-PCR results confirmed that five of the six genes exhibit decreased expression in the *Atrx*-null forebrain at E13.5, and that these genes remain downregulated at P0.5 (Figure 2A). In addition, analysis at P17 demonstrated decreased expression of ancestral PAR genes at this later time point as well (Figure 2A). One exception was *Shox2 *which exhibited highly variable expression differences between the *Atrx*-null and control tissue at E13.5, P0.5 and P17, ranging from a 170 fold decrease to a 90 fold increase (Figure 2B). Therefore, while the expression of *Shox2 *is clearly affected by the loss of ATRX protein, the outcome on expression levels appears to be highly variable and does not validate the consistent downregulation observed by microarray analysis.

**Figure 2:**
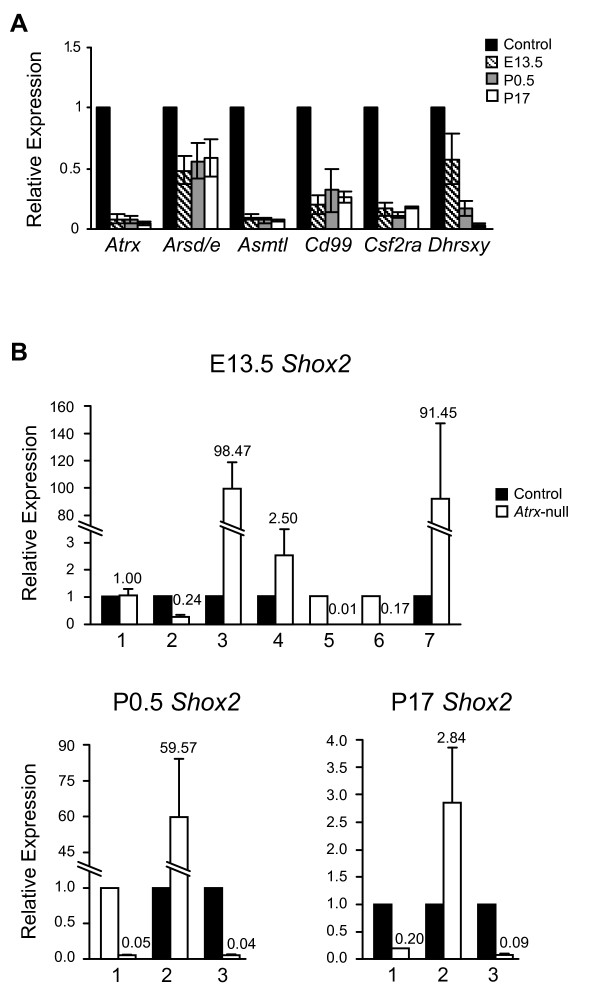
**Relative expression of ancestral PAR genes in ATRX-null mouse forebrains**. (A) Real-time quantitative RT-PCR of the indicated PAR1 genes showed a decrease in expression in the *Atrx*-null mouse forebrain. RNA was isolated from littermate-matched *Atrx*-null and control embryos/mice at E13.5, P0.5 and P17. Results were normalized to β-actin expression levels. Error bars represent standard error of the mean between biological replicates (n = 3). (B) Expression of *Shox2 *in seven (E13.5) or three (P0.5 and P17) littermate-matched pairs. Error bars represent standard error of the mean for technical replicates. In (A) and (B) expression levels for the control forebrains were set to one for each reaction (represented by the black bars).

Our discovery that the expression of several ancestral PAR1 genes is controlled by ATRX throughout the early developmental period of the mouse brain reveals an unexpected association between the levels of ATRX protein and the expression of these ancestral PAR1 genes.

### Identification of a novel *ARS *family mouse homolog

In humans, a cluster of *ARS *genes are located approximately 115 kilobases centromeric to the PAR1 region on the X chromosome, but still possess the ability to escape XCI in females [23]. Located outside the PAR1, these genes do not have an identical homolog on the Y chromosome but have pseudogenes, and in the evolutionary past it is believed that they were true pseudoautosomal genes with identical copies on both the X and Y chromosome [24].

A multiple alignment of amino acid sequences of [GenBank:BE45772] suggested that it is a fragment of the full length ARSE protein, aligning in the middle of the approximately 600 amino acid ARSE protein of multiple other species (Additional file 3). The putative mouse ARSE is 65% identical to rat and 47% identical to human.

Phylogenetic analysis demonstrated that the mouse ARSE sequence clusters with near certainty with the rat ARSE, however, this putative ARSE clustered within the ARSD proteins, not ARSE as expected (Figure 3). Therefore, we propose that we have identified a member of the PAR1 ARS family but at this time cannot determine the exact identity and will refer to this sequence as *Arsd/e*. We note that the long branch-length between the rodent ARS sequences and the remaining ARSD clade may be an artifact due to the short mouse sequence and its high similarity to the rat sequence, which has undergone seemingly accelerated evolutionary change.

**Figure 3:**
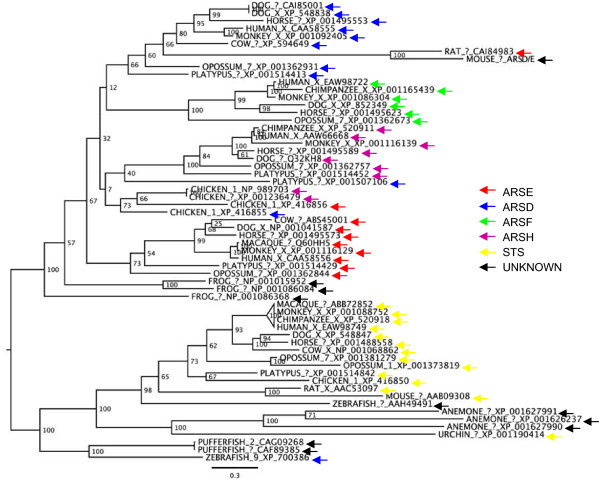
**Phylogenetic tree of ARS proteins**. Human ARSE [GenGank:NP_000038] was used as a seed to search the GenBank NR database for orthologs and an approximate maximum-likelihood tree was generated. The putative ARS family gene downregulated in the *Atrx*-null forebrain clusters closely with rat *ARSE *but with the ARSD proteins. Entries are annotated with species, chromosome (where known) and GenBank Accession number.

Comparisons to available mouse *Ars *gene family members shows that [GenBank:BE457721] is more similar to *Arse *genes in rat than to other mouse arylsulfatase family members (Additional file 4), suggesting that we have identified *Arse*. This data, combined with our ability to specifically amplify this transcript from mouse brain cDNA and also from a commercially available E15 cDNA library (data not shown), indicates that we have likely identified the mouse homologue of a previously unidentified mouse *Ars *gene rather then a gene fragment from a known mouse family member.

To further confirm the identity of [GenBank:BE457721], we assessed the outcome of ATRX depletion on *Arsd/e *expression by RNA interference in the Neuro-2a cultured neuroblastoma cell line. Small interfering RNAs (siRNAs) were used to transiently deplete ATRX, as was done previously [25]. Cells transfected with a non-specific siRNA or no siRNA ("Mock") were used as controls. At 72 hours following siRNA transfection, we monitored the effectiveness of ATRX depletion by indirect immunofluorescence using an ATRX-specific antibody (H300) and qRT-PCR analysis of *Atrx *expression levels using primers that simultaneously amplify both the full length isoform and the reported truncated isoform [26]. In the siATRX-treated samples, approximately 95% of cells were negative for ATRX (Figure 4A) and *Atrx *transcript levels were depleted by approximately 5 fold (Figure 4B). We then used qRT-PCR to determine the outcome of ATRX silencing on the expression level of the *Arsd/e*. Similar to the results obtained in the *Atrx*-null forebrain, the expression of *Arsd/e *was decreased two fold (Figure 4B). These findings support that we have identified the mouse *Arsd/e *and confirm the regulation of this ancestral PAR gene by ATRX, and that this outcome on gene expression can be recapitulated in two different systems: *in vivo *in the ATRX-null developing forebrain and *in vitro *in ATRX-depleted cultured neuronal cells.

**Figure 4:**
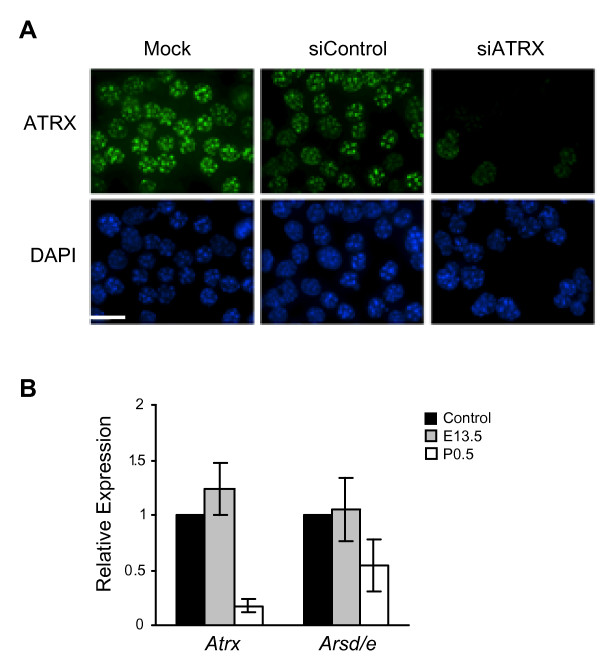
***Arsd/e *transcriptional downregulation is recapitulated in ATRX-depleted cells**. (A) RNA interference was used to deplete ATRX in Neuro-2a neuroblastoma cells. Cells were transfected with 8 nM siRNA, fixed after 72 h and processed for immunofluorescence staining using an anti-ATRX primary antibody (H300) and anti-rabbit Alexa 488 secondary antibody, then counterstained with DAPI to detect nuclei. In the siATRX treated samples, approximately 95% of cells were negative for ATRX. Scale bar = 20 μM. (B) Total RNA was isolated for quantitative real-time PCR of *Atrx *and *Arsd/e *gene expression at 72 hours post-transfection. Mock (transfection reagent only) expression levels were set to one and a non-specific siRNA was used as a control. Results were normalized to β-actin expression levels. Error bars represent standard error of the mean (n = 3).

### Identification of an *ASMTL*-like gene

[GenBank:AK007409] is the RIKEN cDNA 1810009N02 gene and contains a musculoaponeurotic fibrosarcoma (MAF) domain. A multiple sequence alignment of amino acid sequences was used to further determine the identity of [GenBank:AK007409] (Additional file 5). [GenBank:AK007409] aligns to the N terminus of ASMTL from multiple other species. The N terminal portion of ASMTL also contains a MAF domain. Human *ASMTL *was generated by a fusion of a duplicated acetylserotonin O-methyltransferase (*ASMT*) with the bacterial *maf *gene [27]. While [GenBank:AK007409] contains a MAF domain, it lacks the ASMT domain. However, this is similar to the putative rat ASMTL (Accession [GenBank:NP_001099385]) which also lacks the ASMT domain. The putative mouse ASMTL is 54% identical to rat, and 51% identical to the human protein.

In contrast to ARSE, ASMTL has fewer discernable high-similarity full-length orthologs, and its evolution appears tied to the pseudoautosomal region [27]. Therefore fewer sequences were available for analysis. Figure 5 shows the inferred phylogeny of the ASMTL family, with the primate branches collapsed for clarity. With fairly high bootstrap support, the tree mirrors the known branching of the placental mammals, marsupials, monotremes, birds, amphibians, and fish. The mouse sequence displays the only anomalous placement in the tree, clustering well outside the mammalian clade. Both the placement and the branch-length of the mouse sequence indicate that it is of considerably evolutionarily derived character compared to the putative ancestor, and it appears to have followed an evolutionary path quite different from its paralogs. The lack of the ASMT domain in the mouse sequence may also be responsible for the placement of the mouse sequence in the tree. As with ARSE, some of this divergence may be due to the availability of a partial mouse sequence, but the sequence remains quite unique, nonetheless.

**Figure 5:**
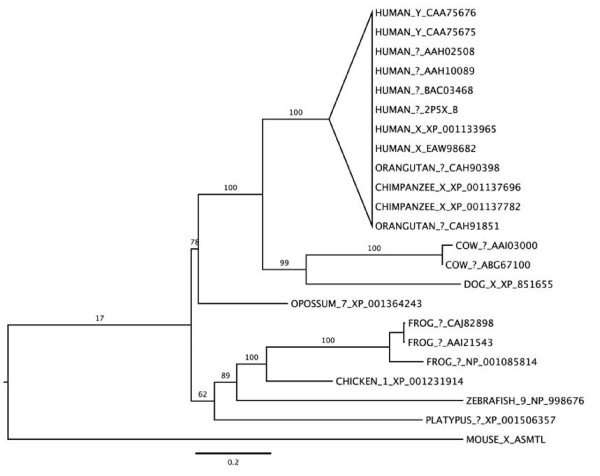
**Phylogenetic tree of ASMTL proteins**. Human ASMTL [GenBank:NP_004183] was used as a seed to search the GenBank NR database for orthologs and an approximate maximum-likelihood tree was generated. The putative mouse ASMTL lacks the ASMT domain and clusters well outside the mammalian clade, indicating that it has considerably diverged compared to the putative ancestor. Entries are annotated with species, chromosome (where known) and GenBank Accession number.

## Discussion

Mutations in the *ATRX *gene result in profound cognitive deficits, facial dysmorphisms, as well as skeletal and urogenital abnormalities [15]. Global deletion of *Atrx *in mouse embryonic stem cells results in a growth disadvantage [28], and conditional loss of *Atrx *beginning at the 8–16 cell stage leads to embryonic lethality by E9.5 [28]. To bypass early embryonic lethality, we have previously used a conditional approach to delete *Atrx *in the mouse forebrain beginning at E8.0. These mice have significantly increased cortical progenitor cell apoptosis, causing a reduction in forebrain size and hypocellularity in the neocortex and hippocampus [19]. ATRX is a chromatin remodeling protein [16] and has been proposed to regulate gene expression by modulating chromatin structure, but gene targets of ATRX have not yet been reported. We used a microarray approach to perform large-scale analysis of gene expression changes in the ATRX-null versus wild type mouse forebrain at E13.5 and P0.5. The fact that relatively few genes display altered expression indicates that ATRX is not a global regulator of gene expression but likely controls specific gene loci. It is not clear at this point if ATRX acts by binding directly to DNA or through other unidentified factors to upregulate the ancestral PAR genes identified in our study. The only target of ATRX identified to date is α globin which is downregulated in patients with germline or somatic *ATRX *mutations [29], including α-thalassemia myelodysplastic syndrome [30], although evidence that ATRX directly binds to the α globin locus is still lacking.

Through global transcriptional profiling we have now identified a distinct group of genes, the ancestral PAR genes, that are controlled by ATRX in the mouse brain. The human PAR1 contains 24 genes, but only 10 of these have been reported in the mouse genome. *Arsd/e*, *Asmtl*, *Cd99*, *Csf2ra*, *Dhrsxy *and *Shox2 *were among the most downregulated genes identified in the ATRX-null embryonic forebrain. Although these genes are unrelated in function, they share a common ancestral location in the PAR1 of the X chromosome millions of years ago. Our findings demonstrate that they have maintained a mechanism of co-regulation that was conserved in evolution and that requires ATRX, even after their dispersal to autosomes in the mouse genome.

The PAR1 region exhibits recombination rates approximately 10 times higher than the rest of the human genome [8]. Consequently, genes in this region undergo rapid evolution leading to high interspecies divergence [9,31] making positive identification of homologs difficult. Using multiple sequence alignments and phylogenetic analysis we have identified *Arsd/e *and *Asmtl *as putative novel mouse ancestral PAR transcripts. Identity between mouse and human sequences are 47%, 40% and 51% for *ARSE *[GenBank:NM_000047], *ARSD *[GenBank:NM_001669] and *ASMTL *[GenBank:NM_004192], respectively, which is similar to what was reported for other PAR1 genes. For example, *DHRSXY *exhibits 59% protein identity between humans and mice [9], *CD99 *46% identity [32], and 35% for *CSF2RA *[33].

*ARSD *and *ARSE *are members of the arylsulfatase gene family and are located just outside the human PAR1 in a cluster of four arylsulfatase genes [24]. *ARSE *gene mutations cause X-linked chondrodysplasia punctata, a disorder characterized by abnormalities in cartilage and bone development [34]. ARSE may therefore play a role in the skeletal defects seen in patients with the ATR-X syndrome if it is also regulated by ATRX in humans. The role of *ARSD *is unknown and it has no demonstrated sulfatase activity despite its high conservation of the N-terminal domain important for catalytic sulfatase activity [35]. *ARSE *exhibits a restricted pattern of expression [23] while *ARSD *is ubiquitously expressed [36].

The function of human *ASMTL *is unknown. The gene was generated by the duplication of the PAR1 gene *Asmt *which then fused with the bacterial *orfE/maf *gene [27]. While other *ASMT *genes involved in the serotonin/N-acetylserotonin/melatonin pathway are expressed specifically in the human brain, pineal gland and retina [37], *ASMTL *has a wider expression pattern and may not be involved in this pathway but could still have methyltransferase activity since it retains the necessary domain [27].

We have also identified the mouse *Shox2 *gene as a potential target of ATRX, and we observed that *Shox2 *expression levels are highly sensitive to ATRX deficiency in the developing mouse brain. Two *SHOX *genes, *SHOX *and *SHOX2 *have been identified in the human genome, on chromosomes X and 3, respectively. Only one mouse homolog has been identified and is mapped to chromosome 3. Like *ARSE*, *SHOX *genes are involved in skeletal development: mutations and deletions in *SHOX *lead to Leri-Weill dyschondrosteosis [38,39] and non-syndromic idiopathic short stature [40,41], and deletions cause the short stature phenotype seen in Turner syndrome [41,42]. SHOX2 is involved in craniofacial and limb development [43] and *SHOX2 *mutations lead to cleft palate [44]. Along with *ARSE*, the *SHOX *genes provide an intriguing correlation with the skeletal phenotype of ATR-X patients, and future work should address whether these genes are regulated by ATRX in humans.

## Conclusion

Collectively, our findings suggest that even though they are now located on different chromosomes, a large subset of ancestral PAR genes might share a common sequence or factor that was conserved upon translocation from the pseudoautosomal region on the X chromosome to their current autosomal locations in the mouse genome (Figure 6). Uniform regulation of gene expression may be due to similar regulatory features such as common sequences or epigenetic modifications (e.g. CpG islands). Despite the sequencing of the human X chromosome, gaps remain, most notably in the PAR1 region [45]. The repetitive nature of the PARs likely explains the paucity of sequence data for these regions, and the lack of genomic sequence data for the PAR1 genes that have translocated to autosomes in the mouse. However, we speculate that ATRX could be targeted to repetitive sequences surrounding these genes. One indication that ATRX would preferentially target repetitive sequences comes from studies done in human ATR-X syndrome patients. The analysis of blood samples revealed altered DNA methylation of several highly repeated sequences including ribosomal DNA arrays, the Y-specific repeat DYZ2 and subtelomeric repeats [18]. Conservation of repetitive elements in the PAR1 region of eutherians may have been maintained with the PAR1 genes as they moved to autosomes, and perhaps allow ATRX to target these genes in their modern chromosomal locations.

**Figure 6:**
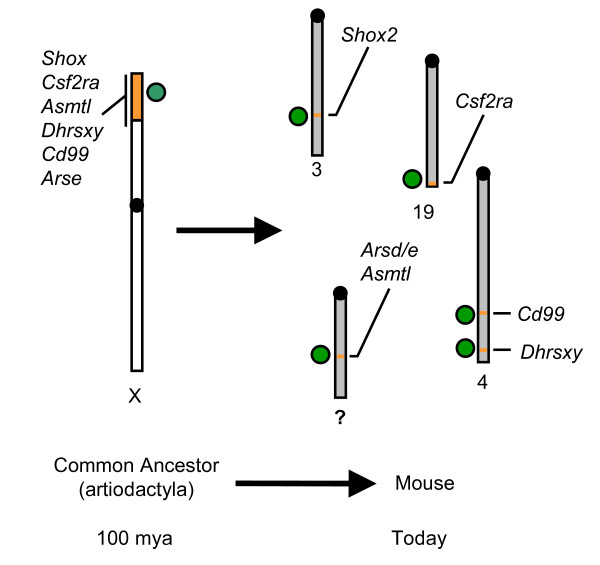
**Proposed model for the co-regulation of ancestral PAR genes by ATRX**. Mice and humans diverged from a common ancestor approximately 50 million years ago. In humans, genes have remained in the PAR region (orange) while in mice and rats they have translocated to autosomes (grey). Our data suggest that despite the translocation of these genes to autosomes (numbered), they still share a common sequence or chromatin environment that allows ATRX (green circles) to keep these genes active. We propose that this common feature was conserved upon translocation from the pseudoautosomal region on the X and Y chromosomes in the ancestral PAR to their current autosomal locations in the mouse genome. mya, millions of years ago.

Future work should focus on identifying the molecular mechanisms by which ATRX can co-regulate this diverse set of genes linked by their ancestral localization in the PAR1 region. This will lead to a better understanding of ATRX function in the regulation of chromatin structure and its effects on gene expression in general.

## Methods

### Mouse husbandry

Mice conditionally deficient for ATRX in the forebrain were generated by crossing *Atrx*^*loxP *^females with heterozygous *Foxg1Cre *male mice, as previously described [19]. Pregnant females were sacrificed at E13.5, embryos were recovered and yolk sac DNA was genotyped by PCR using the primers 17F, 18R and *neo*^*r*^as described previously [19]. For newborns (P0.5) and juveniles (P17), pups were sacrificed and tail DNA was used for genotyping as previously described [19].

### Microarray analysis

Total forebrain RNA (10 μg) was isolated from three E13.5 and four P0.5 pairs of littermate-matched ATRX-null and control embryos using the RNeasy Mini kit (Qiagen). cRNA was generated and hybridized to an Affymetrix Mouse Genome 430 2.0 Array at the London Regional genomics Center (London, Canada). For the analysis at E13.5, RNA from two forebrains was pooled for each array. Probe signal intensities were generated using GCOS1.4 (Affymetrix Inc., Santa Clara, CA) using default values for the Statistical Expression algorithm parameters and a Target Signal of 150 for all probe sets and a Normalization Value of 1. Gene level data was generated using the RMA preprocessor in GeneSpring GX 7.3.1 (Agilent Technologies Inc., Palo Alto, CA). Data were then transformed (measurements less than 0.01 set to 0.01), normalized per chip to the 50^*th *^percentile, and per gene to control samples. Probe sets representing *Atrx *transcripts were removed (10 sets). Remaining probe sets were filtered by fold change of either ≥1.5 or 2 between control and *Atrx*-null samples, and by confidence level of P < 0.05. Heatmaps were generated using the GeneSpring hierarchical clustering gene tree function. Significantly overrepresented GO categories were determined using GeneSpring: at E13.5 and P0.5, probe sets were filtered by 1.5 fold change, P < 0.05 and categorized as either up or downregulated. Where there were multiple probe sets for a gene, duplicates were removed. P < 0.001 was used as the significance cutoff.

### qRT-PCR

Total RNA was isolated using the RNeasy Mini kit (QIAGEN). First-strand cDNA was synthesized from 3 μg of total RNA using the SuperScript™ II Reverse Transcriptase kit (Invitrogen) with 25 mM dNTPs (GE Healthcare), 1 μL porcine RNAguard (GE Healthcare) and 3 μL random primers (GE Healthcare). PCR reactions were performed on a Chromo4 Continuous Fluorescence Detector in the presence of iQ™ SYBR Green Supermix and recorded using the Opticon Monitor 3 software (Bio-Rad Laboratories, Inc.). Samples were amplified as follows: 95°C for 10 seconds, annealed for 20 seconds, 72°C for 30 seconds (See Additional file 6 for primer sequences and annealing temperatures). After amplification a melting curve was generated, and samples were run on a 1.5% agarose gel (75 V for 1 h) to visualize amplicon purity. Standard curves were generated for each primer pair using three fold serial dilutions of control cDNA. Primer efficiency was calculated as E = [10^(-1/slope)-1^]*100, where a desirable slope is -3.32 and r^2 ^> 0.99. Samples were normalized to β-actin expression and relative gene expression levels were calculated using GeneX software (Bio-Rad Laboratories, Inc.).

For *Arsd/e *and *Asmtl*, the PCR products were gel extracted using the QIAquick Gel Extraction Kit (QIAGEN) according to the manufacturer's instructions and sequenced at the DNA Sequencing Facility at Robarts Research Institute (London, Canada).

### Bioinformatics analysis of novel ancestral PAR genes

Probeset sequences were obtained from the Netaffx website  and used for BLASTn searches . For calculation of interspecies similarity, sequences were obtained from NCBI RefSeq  or Ensemble  where RefSeq sequences were not available, and pairwise comparisons made using Jalview [46].

For generation of trees and sequence alignments, human ARSE (SwissProt P51690, RefSeq NP_000038) and human ASMTL (SwissProt O95671, RefSeq NP_004183) were used as seeds and the GenBank NR database was searched for high-similarity, full-length orthologs and paralogs. Fifty-nine ARSE and twenty-two ASMTL sequences met or exceeded the similarity cutoff, with resultant species spanning the metazoa from anemone and urchin to a diverse set of vertebrates. Sequences were aligned using T-Coffee 5.56 [47] using default parameters. Alignments were manually adjusted via inspection prior to further analysis. Approximate maximum-likelihood trees were built using PHYML 2.4.5 [48] using the WAG model of protein evolution [49] and a seven-category Gamma-plus-invariant model of rate heterogeneity. All rate parameters were estimated from the data. One hundred bootstrap replicates were performed to assess support for the inferred tree topology. All trees are presented as midpoint-rooted phylograms. Since the given mouse sequences were quite short compared to the full protein length, two sets of trees were built for each family to assess if the mouse sequences were long enough to definitively support their taxonomic clustering. One set utilized a "trimmed" alignment where all alignment columns outside the mouse sequence domain were removed. The trees produced with this trimmed alignment were compared with the set of trees produced from the alignment of the mouse sequences to their respective full-length proteins. For both ARSD/E and ASMTL, very little difference was observed between full-length and trimmed-alignment trees. The trimmed alignments tended to exaggerate sequence divergence and modestly lower bootstrap support levels. Overall topology did not appear significantly different, however, and the text references the full-length sequence phylogeny exclusively.

### Cell culture and RNA interference

Neuro-2a cells were grown at 37°C with 5% CO_2 _in EMEM supplemented with 10% fetal bovine serum (Sigma-Aldrich). For siRNA treatment, 1.5 × 10^4 ^cells were plated in a plastic six well dish (Corning Incorporated) on glass coverslips and allowed to grow to 15% confluency (approximately 24 hours). Cultures were transfected using Lipofectamine 2000 (Invitrogen) with 8 nM siATRX (Dharmacon), a non-specific control siRNA (Sigma-Aldrich), or with no siRNA ("Mock") according to the manufacturers' instructions (for siRNA sequences refer to [25]). Total RNA was extracted from cells after 72 hours, cDNA was generated and qPCR analysis performed as described above. Alternatively, cells were processed for immunofluorescence staining as described below.

### Immunofluorescence

Neuro-2a cells were fixed using 3:1 methanol:ethanol, incubated for 1 h with the primary antibody (H300 anti-ATRX, 1:100 dilution; Santa Cruz) followed by the secondary antibody (goat-anti rabbit Alexa 594, 1:1500 dilution; Molecular Probes), then counterstained with 4',6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich) for 5 min. Coverslips were mounted with Vectashield (Vector Laboratories), Z-stack images were captured using a Leica DMI6000b inverted microscope and Openlab software (v5.0, Improvision) and processed using Volocity software (v4.0, Improvision); deconvolution was performed using iterative restoration set with a confidence limit of 95%.

## Abbreviations

PAR: Pseudoautosomal region; SWI/SNF: Switching/Sucrose non-fermenting; ATRX: α thalassemia mental retardation: X linked; XCI: X chromosome inactivation; Csf2ra: Colony stimulating factor 2 receptor: alpha; Cd99: CD99 antigen; Dhrsxy: dehydrogenase/reductase (SDR family) X chromosome; Ars: Arylsulfatase; Asmtl: acetylserotonin O-methyltransferase-like; ADD: Atrx Dnmt3a/b Dnmt3L; rDNA: ribosomal DNA; Foxg1: forkhead box G1; Cre: cyclization recombinase; EST: Expressed Sequence Tag; BLASTn: Basic Local Alignment Search Tool nucleotide; BLAT: BLAST-like Alignment Tool; E: embryonic; P: postnatal; Sts: steroid sulfatase; siRNA: Small interfering RNA; RT-PCR: reverse-transcriptase polymerase chain reaction; MAF: musculoaponeurotic fibrosarcoma; ASMT: acetylserotonin O-methyltransferase; SDR: Short-chain dehydrogenase/reductase; SHOX: short stature homeobox; ATR-X: alpha thalassemia mental retardation: X linked (referring to the syndrome); Neuro-2a: Neuroblastoma-2a; DAPI: 4',6-diamidino-2-phenylindole; GO: Gene Ontology.

## Authors' contributions

ML performed animal husbandry, isolated RNA from E13.5 forebrains for microarray and qRT-PCR analysis, analyzed microarray results, carried out qRT-PCR analysis, cell culture and immunofluorescence, initial bioinformatics analysis and wrote the manuscript. AF performed the phylogenetic analysis of *Arsd/e *and *Asmtl *and provided expertise on the bioinformatics analysis. DT performed animal husbandry and extracted RNA from P0.5 forebrains for microarray and qRT-PCR analysis. CS performed animal husbandry and provided technical expertise. NB provided technical expertise, intellectual direction and assisted with the writing of the manuscript.

## Supplementary Material

Additional file 1 **Summary of microarray results**. cRNA was generated from total forebrain RNA from three pairs of littermate-matched ATRX-null and wild type forebrain tissue and hybridized to an Affymetrix Mouse Genome 430 2.0 Array. Data was analyzed using GeneSpring. Probe sets were filtered by fold change (1.5 and 2 fold at E13.5 and P0.5) and confidence, P < 0.05, and duplicate genes were removed. (A) Venn diagrams to categorize probe sets according to developmental timepoint and fold change in expression levels. (B) Hierarchical clustering of differentially expressed probe sets. Approximately two-thirds of the misregulated genes are upregulated. Ancestral PAR genes are consistently downregulated at both timepoints and are indicated by blue text. Probe sets were filtered by 1.5 fold or 2 fold change, P < 0.05, at either E13.5 or P0.5. Normalized expression levels are displayed. Click here for file

Additional file 2 **Significantly misregulated GO categories**. GeneSpring was used to identify significantly overrepresented GO categories. Probe sets were filtered by 1.5 fold change, P < 0.05 and categorized as either up or downregulated. When there were multiple probe sets for a gene, duplicates were removed. P < 0.001 was used as the significance cutoff. Click here for file

Additional file 3 **Amino acid alignment of a small portion of ARSD/E between multiple species**. Sequences were aligned using T-Coffee 5.56 [47] using default parameters, edited using JalView [46] and shaded using Boxshade [51]. Mouse ARSD/E has highest identity to rat ARSE (65%). Accession numbers are ARSE: chicken [GenBank:XP_416856], cow [GenBank:ABS45001], dog [GenBank:NP_001041587], horse [GenBank:XP_001495573], macaque [GenBank:Q60HH5], human [GenBank:CAA58556], platypus [GenBank:XP_001514429], opossum [GenBank:XP_001362844], pufferfish [GenBank:CAG09268], rat [GenBank:CAI84983]. ARSD: dog [GenBank:XP_548838], horse [GenBank:XP_001495553], human [GenBank:CAA58555], macaque [GenBank:XP_001092405], opossum, [GenBank:XP_001362931], platypus [GenBank:XP_001507106], chicken [GenBank:XP_416855], zebrafish [GenBank:XP_700386]. Mouse *Arsd/e *translated from [GenBank:BE457721]. Click here for file

Additional file 4 **Comparisons of Ars family members**. The transcript identified as a putative mouse *Arse *ortholog is more similar to rat *Arse *then to any other *Ars *family members. Pairwise percent identities were calculated using Jalview [46]. Accession numbers are: *Arse *[GenBank:BE45772], *Arsa *[GenBank:NM_009713], *Arsb *[GenBank:NM_009712.3], *Arsc/Sts *[GenBank:NM_009293.1], *Arsg *[GenBank:NM_028710.2], *Arsi *[GenBank:NM_001038499.1], *Arsj *[GenBank:NM_173451.2], Arsk [GenBank:NM_029847.4], rat *Arse *[GenBank:NM_001047885.1], rat *Arsc/Sts *[GenBank:NM_012661.1]. Click here for file

Additional file 5 **Amino acid alignment of the N terminal of ASMTL between multiple species**. Sequences were aligned using T-Coffee 5.56 [47] using default parameters, edited using JalView [46] and shaded using Boxshade [51]. The putative mouse ASMTL aligns within the N terminal MAF domain and is most similar to rat ASMTL (54% identity) which also contains only the MAF domain. Accession numbers are: human [GenBank:XP_001133965], orangutan [GenBank:CAH90398], chimpanzee [XP_001137696], cow [GenBank:AAI03000], dog [GenBank:XP_851655], frog [GenBank:NP_001085814], chicken [GenBank:XP_001231914], zebrafish [GenBank:NP_998676], platypus [GenBank:XP_001506357], mouse [GenBank:NP_081215]. Click here for file

Additional file 6 **Conditions for quantitative real-time PCR**. Primer sequences and annealing temperatures used for quantitative real-time PCR confirmation of downregulated ancestral PAR genes. Click here for file

# Supplementary material for: The SWI/SNF protein ATRX co-regulates pseudoautosomal genes that have translocated to autosomes in the mouse genome
**Source:** BMC Genomics. 2008 Oct 8;9:468. doi: 10.1186/1471-2164-9-468
**Supplement:** Additional file 3 — Amino acid alignment of a small portion of ARSD/E between multiple species. Sequences were aligned using T-Coffee 5.56 [47] using default parameters, edited using JalView [46] and shaded using Boxshade [51]. Mouse ARSD/E has highest identity to rat ARSE (65%). Accession numbers are ARSE: chicken [GenBank:XP_416856], cow [GenBank:ABS45001], dog [GenBank:NP_001041587], horse [GenBank:XP_001495573], macaque [GenBank:Q60HH5], human [GenBank:CAA58556], platypus [GenBank:XP_001514429], opossum [GenBank:XP_001362844], pufferfish [GenBank:CAG09268], rat [GenBank:CAI84983]. ARSD: dog [GenBank:XP_548838], horse [GenBank:XP_001495553], human [GenBank:CAA58555], macaque [GenBank:XP_001092405], opossum, [GenBank:XP_001362931], platypus [GenBank:XP_001507106], chicken [GenBank:XP_416855], zebrafish [GenBank:XP_700386]. Mouse Arsd/e translated from [GenBank:BE457721].

|      |             |     |                                                                   |
|------|-------------|-----|-------------------------------------------------------------------|
| ARSE | Chicken     | 428 | LLQGTVOHSEHEFMFH-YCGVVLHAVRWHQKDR-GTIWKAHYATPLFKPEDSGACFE----     |
|      | Cow         | 438 | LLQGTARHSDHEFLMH-YCESFLHAARWHQORD-----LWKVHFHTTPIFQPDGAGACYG----  |
|      | Dog         | 437 | LLGTAQHSDHEFLH-YCENFLHAARWHQORDG-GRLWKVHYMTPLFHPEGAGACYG----      |
|      | Horse       | 435 | LRGTARHSDHEFLH-YCGKFLHAARWHQORDR-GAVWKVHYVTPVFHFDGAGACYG----      |
|      | Macaque     | 441 | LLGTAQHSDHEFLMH-YCEGFLHAARWHQORDR--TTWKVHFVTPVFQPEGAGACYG----     |
|      | Human       | 441 | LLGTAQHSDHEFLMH-YCERFLHAARWHQORDR-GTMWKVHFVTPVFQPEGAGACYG----     |
|      | Platypus    | 461 | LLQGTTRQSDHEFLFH-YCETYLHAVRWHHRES-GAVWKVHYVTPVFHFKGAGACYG----     |
|      | Opossum     | 435 | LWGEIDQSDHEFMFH-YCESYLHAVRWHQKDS-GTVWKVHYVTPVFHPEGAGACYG----      |
|      | Puffer Fish | 504 | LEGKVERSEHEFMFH-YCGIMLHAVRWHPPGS-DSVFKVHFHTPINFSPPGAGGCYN----     |
|      | Rat         | 443 | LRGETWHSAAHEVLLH-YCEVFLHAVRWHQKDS-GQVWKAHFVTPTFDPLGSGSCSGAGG----  |
| ARSD | Mouse       | 1   | LRGEABHAAHEVLLH-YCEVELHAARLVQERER-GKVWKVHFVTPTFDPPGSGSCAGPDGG---- |
|      | Dog         | 489 | LRGAABHSAHEFLFH-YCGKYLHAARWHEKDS-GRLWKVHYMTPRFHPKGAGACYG----      |
|      | Horse       | 679 | LQGAABHSEHEFLFH-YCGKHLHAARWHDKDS-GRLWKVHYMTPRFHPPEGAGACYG----     |
|      | Human       | 442 | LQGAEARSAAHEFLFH-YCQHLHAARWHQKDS-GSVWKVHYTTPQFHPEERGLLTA----      |
|      | Macaque     | 273 | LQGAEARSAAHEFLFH-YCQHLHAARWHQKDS-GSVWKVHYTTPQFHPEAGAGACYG----     |
|      | Opossum     | 399 | LLQGTVBHSHKHFLLH-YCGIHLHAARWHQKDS-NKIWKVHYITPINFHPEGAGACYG----    |
|      | Platypus    | 515 | -----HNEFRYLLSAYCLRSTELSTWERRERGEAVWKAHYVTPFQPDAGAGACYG----       |
|      | Chicken     | 390 | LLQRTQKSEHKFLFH-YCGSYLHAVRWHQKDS-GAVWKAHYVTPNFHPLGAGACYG----      |
|      | Zebrafish   | 333 | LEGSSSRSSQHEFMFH-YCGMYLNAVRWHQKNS-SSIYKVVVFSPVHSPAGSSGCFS----     |
| ARSE | Chicken     | 482 | -----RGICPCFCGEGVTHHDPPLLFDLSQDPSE                                |
|      | Cow         | 489 | -----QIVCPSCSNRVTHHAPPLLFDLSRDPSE                                 |
|      | Dog         | 491 | -----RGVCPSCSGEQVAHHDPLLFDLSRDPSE                                 |
|      | Horse       | 489 | -----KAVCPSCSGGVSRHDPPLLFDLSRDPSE                                 |
|      | Macaque     | 494 | -----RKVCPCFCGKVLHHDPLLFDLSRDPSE                                  |
|      | Human       | 494 | -----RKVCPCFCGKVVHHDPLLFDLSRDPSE                                  |
|      | Platypus    | 515 | -----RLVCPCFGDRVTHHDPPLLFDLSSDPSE                                 |
|      | Opossum     | 489 | -----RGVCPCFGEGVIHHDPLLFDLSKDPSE                                  |
|      | Puffer Fish | 558 | -----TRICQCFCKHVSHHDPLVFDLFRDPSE                                  |
|      | Rat         | 500 | -----AAAVCPQVCK-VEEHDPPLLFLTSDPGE                                 |
| ARSD | Mouse       | 59  | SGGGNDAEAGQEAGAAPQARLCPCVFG-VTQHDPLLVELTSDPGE                     |
|      | Dog         | 543 | -----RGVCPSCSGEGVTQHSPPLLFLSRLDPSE                                |
|      | Horse       | 733 | -----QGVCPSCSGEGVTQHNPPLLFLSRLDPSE                                |
|      | Human       | 496 | -----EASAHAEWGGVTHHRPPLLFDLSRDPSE                                 |
|      | Macaque     | 327 | -----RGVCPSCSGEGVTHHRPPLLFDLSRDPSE                                |
|      | Opossum     | 453 | -----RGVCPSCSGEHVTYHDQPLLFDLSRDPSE                                |
|      | Platypus    | 565 | -----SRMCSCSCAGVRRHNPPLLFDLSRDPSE                                 |
|      | Chicken     | 444 | -----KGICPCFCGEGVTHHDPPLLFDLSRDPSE                                |
|      | Zebrafish   | 387 | -----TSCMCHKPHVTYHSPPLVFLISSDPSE                                  |

# Supplementary material for: The SWI/SNF protein ATRX co-regulates pseudoautosomal genes that have translocated to autosomes in the mouse genome
**Source:** BMC Genomics. 2008 Oct 8;9:468. doi: 10.1186/1471-2164-9-468
**Supplement:** Additional file 5 — Amino acid alignment of the N terminal of ASMTL between multiple species. Sequences were aligned using T-Coffee 5.56 [47] using default parameters, edited using JalView [46] and shaded using Boxshade [51]. The putative mouse ASMTL aligns within the N terminal MAF domain and is most similar to rat ASMTL (54% identity) which also contains only the MAF domain. Accession numbers are: human [GenBank:XP_001133965], orangutan [GenBank:CAH90398], chimpanzee [XP_001137696], cow [GenBank:AAI03000], dog [GenBank:XP_851655], frog [GenBank:NP_001085814], chicken [GenBank:XP_001231914], zebrafish [GenBank:NP_998676], platypus [GenBank:XP_001506357], mouse [GenBank:NP_081215].

|            |     |                                                               |
|------------|-----|---------------------------------------------------------------|
| Mouse      | 1   | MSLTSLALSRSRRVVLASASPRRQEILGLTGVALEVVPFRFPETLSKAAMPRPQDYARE   |
| Human      | 1   | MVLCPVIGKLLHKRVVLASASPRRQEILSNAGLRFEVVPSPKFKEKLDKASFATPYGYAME |
| Orangutan  | 1   | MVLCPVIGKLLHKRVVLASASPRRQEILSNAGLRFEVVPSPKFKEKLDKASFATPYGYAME |
| Chimpanzee | 1   | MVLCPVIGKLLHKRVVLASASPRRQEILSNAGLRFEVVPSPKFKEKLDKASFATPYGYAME |
| Cow        | 1   | MLLCPVIGKLOHKRVVLASSPRRREILSNAGLRFEVVPSPRFKEKLDHKASFATPQAYAVE |
| Opossum    | 1   | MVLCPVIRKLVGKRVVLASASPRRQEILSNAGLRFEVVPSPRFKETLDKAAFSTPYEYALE |
| Frog       | 1   | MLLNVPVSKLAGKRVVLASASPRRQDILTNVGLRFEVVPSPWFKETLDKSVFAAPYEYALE |
| Chicken    | 1   | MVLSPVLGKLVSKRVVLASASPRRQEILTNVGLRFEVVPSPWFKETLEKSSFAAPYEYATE |
| Platypus   | 189 | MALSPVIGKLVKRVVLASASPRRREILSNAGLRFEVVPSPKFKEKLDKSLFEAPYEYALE  |

|            |     |                                                               |
|------------|-----|---------------------------------------------------------------|
| Mouse      | 61  | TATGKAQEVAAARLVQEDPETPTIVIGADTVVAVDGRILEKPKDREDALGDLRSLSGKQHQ |
| Human      | 61  | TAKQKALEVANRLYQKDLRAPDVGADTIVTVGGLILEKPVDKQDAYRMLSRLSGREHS    |
| Orangutan  | 61  | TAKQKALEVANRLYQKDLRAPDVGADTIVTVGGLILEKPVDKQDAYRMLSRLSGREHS    |
| Chimpanzee | 61  | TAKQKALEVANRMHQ-----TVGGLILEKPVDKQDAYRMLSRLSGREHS             |
| Cow        | 61  | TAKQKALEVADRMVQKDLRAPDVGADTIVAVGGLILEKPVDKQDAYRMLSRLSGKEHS    |
| Opossum    | 61  | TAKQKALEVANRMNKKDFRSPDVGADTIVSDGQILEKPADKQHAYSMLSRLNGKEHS     |
| Frog       | 61  | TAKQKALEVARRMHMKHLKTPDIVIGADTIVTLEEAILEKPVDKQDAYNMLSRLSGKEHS  |
| Chicken    | 61  | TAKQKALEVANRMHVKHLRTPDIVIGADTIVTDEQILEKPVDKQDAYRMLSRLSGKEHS   |
| Platypus   | 249 | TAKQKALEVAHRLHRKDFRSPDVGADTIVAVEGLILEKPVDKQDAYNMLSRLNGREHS    |

|            |     |                                                                |
|------------|-----|----------------------------------------------------------------|
| Mouse      | 121 | VITGVAIVTWG-GCEGPAQ-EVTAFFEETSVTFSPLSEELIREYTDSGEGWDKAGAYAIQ   |
| Human      | 121 | VFTGVAIVHCS-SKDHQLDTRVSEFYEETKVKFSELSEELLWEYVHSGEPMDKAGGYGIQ   |
| Orangutan  | 121 | VFTGVAIVHCS-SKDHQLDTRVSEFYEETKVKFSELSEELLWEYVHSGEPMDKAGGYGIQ   |
| Chimpanzee | 105 | VFTGVAIVHCS-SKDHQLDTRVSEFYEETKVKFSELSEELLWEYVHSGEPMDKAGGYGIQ   |
| Cow        | 121 | VFTGVAIVHCY-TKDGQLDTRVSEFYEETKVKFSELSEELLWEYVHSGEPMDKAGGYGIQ   |
| Opossum    | 121 | VFTGVAIVLCS-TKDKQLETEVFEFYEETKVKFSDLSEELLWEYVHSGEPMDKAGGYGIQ   |
| Frog       | 121 | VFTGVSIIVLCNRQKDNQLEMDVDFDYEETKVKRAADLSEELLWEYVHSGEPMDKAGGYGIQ |
| Chicken    | 121 | VFTGVVLIHCS-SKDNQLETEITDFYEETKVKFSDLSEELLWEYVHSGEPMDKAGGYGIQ   |
| Platypus   | 309 | VFTGVAIVHCS-SKDKELTTEVSOFFEETKVKFSELSEELLWDYVHSGEPMDKAGGYGIQ   |

|            |     |                                                                 |
|------------|-----|-----------------------------------------------------------------|
| Mouse      | 179 | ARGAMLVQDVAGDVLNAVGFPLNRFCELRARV--PPT-----                      |
| Human      | 180 | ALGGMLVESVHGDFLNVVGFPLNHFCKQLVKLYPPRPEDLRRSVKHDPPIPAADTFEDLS    |
| Orangutan  | 180 | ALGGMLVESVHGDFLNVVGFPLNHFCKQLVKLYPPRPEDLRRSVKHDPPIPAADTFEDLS    |
| Chimpanzee | 164 | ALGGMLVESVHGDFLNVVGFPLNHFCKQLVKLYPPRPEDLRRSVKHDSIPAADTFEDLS     |
| Cow        | 180 | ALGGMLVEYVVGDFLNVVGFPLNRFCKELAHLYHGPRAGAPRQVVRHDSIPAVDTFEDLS    |
| Opossum    | 180 | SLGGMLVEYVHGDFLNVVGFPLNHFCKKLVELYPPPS-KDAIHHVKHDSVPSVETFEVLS    |
| Frog       | 181 | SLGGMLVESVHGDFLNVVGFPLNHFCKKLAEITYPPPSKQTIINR-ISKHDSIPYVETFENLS |
| Chicken    | 180 | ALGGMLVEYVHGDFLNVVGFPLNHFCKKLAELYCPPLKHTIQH-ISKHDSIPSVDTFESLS   |
| Platypus   | 369 | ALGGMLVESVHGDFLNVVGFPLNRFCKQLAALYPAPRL-----PAPPGGTPEITLG        |

|            |     |                                            |
|------------|-----|--------------------------------------------|
| Mouse      | 214 | --RTGSEEV---TSQTTGIDSK-----DVKX            |
| Human      | 240 | DVEGGGSEP---TQRDAGSR--DEKA-----EA          |
| Orangutan  | 240 | DVEGGGSEP---TQRDAGSR--DEKA-----EA          |
| Chimpanzee | 224 | DVEGGGSEP---AQRDAGSR--DEKA-----EA          |
| Cow        | 240 | DAEGGGSDEP---ARAKEGL---EPC-----GV          |
| Opossum    | 239 | DEESSESSNS---TQQNVTSMLKGE-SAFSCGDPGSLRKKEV |
| Frog       | 240 | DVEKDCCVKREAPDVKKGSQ--EKCNV-ALRNK----SSN   |
| Chicken    | 239 | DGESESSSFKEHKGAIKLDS--PSGVI-CNSEN----SSG   |
| Platypus   | 429 | REDGCPSLPP---L-----AS-----SD               |

How the deposited data were processed for this re-analysis (not part of the article)

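Gene expression was measured on Affymetrix Mouse Genome 430 2.0 arrays in forebrain RNA of Atrx-null mice and littermate controls, with 3 control and 3 Atrx-null arrays at E13.5 and 3 control and 4 Atrx-null arrays at P0.5. The deposited table holds 45101 probe sets. The authors made its values, which are signal intensities on a linear scale, with GCOS 1.4 at its default settings, and scaled each array to a target signal of 150. In the table the mean of every array is 150 once its highest and lowest 2% of probe sets are left out, while medians run from 40.1 to 53.8, so the values are not the RMA values that the Methods describe as the next step, which are not used here. The smallest value lies above the floor of 0.01 that the Methods state.

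From these intensities the log2 was taken and each array was centred on its median, as the study scaled each chip to its 50th percentile. The 64 Affymetrix control probe sets and the 7 annotated Atrx probe sets were left out, the latter as in the study, which leaves 45030. The study left out the paper's 10 Atrx probe sets, so 3 of those may remain here under another symbol or with none, and lowered probe sets with no symbol carry that doubt. A linear model with 1 mean for each of the 4 groups of age and genotype was fitted in limma 3.58.1 under R 4.3.3, with moderated variances that all 13 arrays share (2.26 prior degrees of freedom). The effect of genotype at E13.5, that at P0.5 and their difference were tested, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. Atrx itself was tested in a fit that kept its probe sets. Counts at the thresholds of the study use an unadjusted p under 0.05 with a change of at least 1.5-fold or 2-fold. The study names no test for its p-values.

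Of the 45037 probe sets that are not controls, 34945 carry 1 gene symbol in the platform annotation, 932 several and 9160 none, and 34741 were matched through their Entrez identifiers to the RefSeq genes of GRCm38.p6, which was used for names only. A gene is represented by its probe set with the highest mean signal, except that the genes of Table 1 are represented by the accession given there and the 5 unidentified clones by the probe sets the paper names. The accessions of Dsc3 and Mbp had no match, so these genes are represented by the highest mean signal. One item that the rule below covers is not reported here.

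Gene lists were tested with camera at a preset correlation of 0.01 on 18197 genes with 1 probe set each, and p-values were adjusted over the 26 lists within each comparison. The same test with the correlation estimated from the arrays, and the rotation test fry, were alternatives. The lists were written by hand before the data were examined, as were the design, the alternatives and the rule for the genes that the text names, apart from additions that the text marks. That rule takes the genes the paper names and Atrx, then up to 10 higher and 10 lower probe sets with an adjusted p under 0.05 and the same direction in every littermate pair, and up to 4 members of each list with the smallest p. Values in Table 1 had been seen by then. Aif1, Itgb2 and Otx1, and the P0.5 values of Aldh1a2, Col6a1, Pou3f1 and Pou3f2, fall outside it and were chosen after their values were seen.

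The labels and the paper give littermate pairs, and at P0.5 Atrx-null replicates 2A and 2B share control replicate 2. The deviations of paired arrays from their group means correlated at 0.537, 0.031 and 0.132 at E13.5 and at 0.305, 0.231, 0.353 and 0.58 at P0.5, against means of -0.117 and -0.178 over arrays of different pairs. The design has no block, and the fit with the pair as a block is an alternative. Other alternatives were quantile normalization, signals without further centring, an offset of 16 before log2, a filter for probe sets whose mean is at or above the median of those means, each age fitted on its own arrays, an unmoderated comparison, limma with an intensity trend, array weights, ratios of linear means, the mean of all probe sets of a gene, and leaving out each array in turn. Rankings of the ancestral PAR genes under these settings were added after the data were seen.

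The fit was tested on simulated data with the spread of the real arrays. At E13.5, 30 of 100 probe sets with a simulated log2 change of 1 and 68 of 100 with a change of 2 passed an adjusted p of 0.05, with 6 false calls, and at P0.5 30 and 73 passed, with 1 false call. With no simulated change there were 0 calls. That does not bound false calls in the real data, where 1 split of the E13.5 arrays other than genotype gave 116 probe sets at that threshold. Xist, a transcript of the inactive X chromosome, had signals of 46 to 108 over the 13 arrays, and the Y-linked Eif2s3y of 206 to 467. Gene Ontology categories, the quantitative RT-PCR, cell culture and sequence analyses of the paper were not analysed here.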

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

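The correlation of Shox2, Gbx2 and Tcf7l2 across arrays was tested only after their values had been seen, and the spread asked of the erythroid list was added after its value was seen. The comparison with splits that part as many pairs had no bound set in advance. A first look at fits under several scalings had shown the counts, the ancestral PAR genes and the probe sets with the lowest p at each age before the other tests below were written, but no result of a gene list.

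Within the 4 P0.5 Atrx-null arrays 73 items were examined, 26 of them gene lists and the rest probe sets. In 5 items, all of them probe sets, 1 array lay far from the others. The share among probe sets alone is therefore higher than that over all items. The gap took 0.883 of the range for Met (replicate 2A), 0.868 for Tcfl5 (2B) and 0.841 for Pik3cd (1). It took 0.83 for a probe set with no symbol (1) and 0.875 for an Nr4a2 probe set (3). Chance alone marks about 1 in 20 such groups, and the arrays concerned differ.

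Among transcripts that the text and Table 1 of the paper do not name, Slc15a3 (3.54) and a probe set with no symbol (2.64) rose at E13.5, by 0.79 and 0.84 with an offset of 16 before log2. At P0.5 Tcfl5 (2.12), Plcd3 (1.81), Tgfbr3 (1.19), Lepr (1.55) and a probe set with no symbol (1.68) rose, and Myh2 (-2.32), Pik3cd (-2.02), Dtx1 (-2.35) and 2 probe sets with no symbol (-2.23 and -3.15) fell, all as log2 fold changes with an adjusted p under 0.05 by limma. At P0.5 the probe set at -3.15 was dim, with mean signals of 20.3 in control and 2.45 in Atrx-null arrays. So was that at 1.68, with 6.18 and 20.9, and the size of these folds is not well determined. With the littermate pair as a block the adjusted p of the P0.5 probe sets with no symbol was 0.22 (-2.23), 0.12 (1.68) and 0.2 (-3.15), so none kept its call. The probe set at -2.23 also lost its call without any P0.5 array but control replicate 2 (adjusted p up to 0.14), and the one at -3.15 without any P0.5 array (up to 0.11). The one at 1.68 lost it without control replicates 1 (0.057) and 2 (0.052) and Atrx-null replicates 2A (0.086), 2B (0.064) and 3 (0.067).

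Gene lists other than those of the ancestral PAR genes, complement and nervous system development moved at E13.5 by camera, with median log2 fold changes of 0.33 for microglia and macrophages, 0.13 for endothelium, 0.2 for pericytes, 0.17 for meningeal and matrix genes, -0.41 for the diencephalon, -0.47 for the inhibitory lineage, 0.11 for p53 targets, 0.13 for interferon genes and -0.21 for histone chaperones. Of these 9, microglia alone passed with an estimated correlation (adjusted p = 0.021), and the others had adjusted p from 0.16 to 0.63. Left-out arrays ended the calls of endothelium (without control replicate 2, adjusted p = 0.051, and Atrx-null replicate 3, 0.12), the diencephalon (control 2, 0.061), p53 targets (control 1, 0.076) interferon genes (control 1, 0.25, control 2, 0.061, and Atrx-null 3, 0.45) and histone chaperones (control 1, 0.064, and Atrx-null 2, 0.23). The mean of all probe sets ended those of endothelium (0.063) and pericytes (0.21), quantile normalization those of histone chaperones (0.14) and interferon genes (0.16), and the filter on signal (0.22) and values as deposited (0.071) that of interferon genes. In the inhibitory lineage 23 of 24 genes were lower and 5 passed when adjusted over the list alone. Cell cycle genes, 22 of 24 lower with a median of -0.17, passed with the pair as a block (adjusted p = 0.015, against 0.054), with a range from 0.0037 on their own arrays to 0.88 with an estimated correlation, where they did not pass; without single arrays they passed without control replicate 2 (0.0053) and Atrx-null replicates 1 (0.029) and 3 (0.043).

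The paper's Additional file 2 names immune response among its raised E13.5 categories, BMP signaling and extracellular matrix among its raised P0.5 categories and ionotropic glutamate receptors among its lowered P0.5 categories, so lists of such genes are not all outside what it reports. At P0.5 the medians were -0.52 for the other PAR1 orthologs, 0.33 for microglia, 0.2 for endothelium, 0.31 for pericytes, 0.61 for meningeal and matrix genes, 0.96 for choroid plexus, 0.11 for the diencephalon, 0.21 for hippocampal genes, -0.22 for ionotropic glutamate receptors, 0.14 for the BMP pathway, 0.11 for p53 targets and 0.08 for imprinted genes. With an estimated correlation microglia, endothelium (adjusted p = 0.015), meningeal and matrix genes, choroid plexus and the BMP pathway (0.019) passed, and the others had adjusted p from 0.067 to 0.53. Left-out arrays ended the calls of pericytes (control replicate 3, adjusted p = 0.061), the diencephalon (control 3, 0.33, and Atrx-null 2A, 0.1), glutamate receptors (control 1, 0.17, control 2, 0.19, Atrx-null 2A, 0.073, and Atrx-null 3, 0.27) and p53 targets (control 2, 0.22, and Atrx-null 3, 0.092). Quantile normalization ended that of the diencephalon (0.067), and the filter on signal (0.093) and the mean of all probe sets (0.078) that of glutamate receptors. With the pair as a block cell cycle genes passed here too, with a median of 0.11 (adjusted p = 0.022, against 0.16), as they did without control replicate 3 (0.00052) and Atrx-null replicate 2B (0.002), but not with an estimated correlation (0.73), with a range up to 0.95 over the alternatives.

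By camera on the difference between ages, the effect at P0.5 minus that at E13.5 had medians of -0.78 for the other PAR1 orthologs, 0.46 for meningeal and matrix genes, 0.87 for choroid plexus, 0.51 for the diencephalon, 0.36 for the inhibitory lineage, 0.28 for hippocampal genes, 0.28 for nervous system genes, 0.19 for the BMP pathway, 0.19 for cell cycle genes and 0.24 for imprinted genes. None of these 10 differences passed with an estimated correlation (adjusted p from 0.13 to 0.82).

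Shox2, Gbx2 and Tcf7l2 were lower in the E13.5 Atrx-null arrays, and less diencephalic tissue in those samples may account for it: without these 3 genes the diencephalon list still had a median of -0.34, with Olig3 at -1.59 and Irx5 at -1.03. Arrays also differ in these genes within a genotype, with a mean correlation of 0.84 over the 6 arrays, so sampling of tissue that varies whatever the genotype remains open as well. Each of the 3 genes was lower in the Atrx-null array of all 3 littermate pairs, but so few pairs do not exclude such sampling. Gbx2 signals were 132, 207 and 29.2 in controls and 108, 17.8 and 11.5 in Atrx-null arrays. A direct effect of ATRX on these genes was not tested.

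The choroid plexus list rose by a median of 0.96 at P0.5, with Aqp1 at 120 ± 13.8 (SD, n = 4) against 39.5 ± 14.9 (SD, n = 3), Otx2 at 3.12 and Folr1 at 1.31. More choroid plexus in the Atrx-null samples may account for it, and this stays open because Ttr, its most abundant transcript, was level at 0.00 on its brightest probe set, where signals of 3160 to 4090 lie near the highest of its arrays, while its other 3 probe sets were at 0.55, 0.31 and 0.13, none past an adjusted p of 0.05 by limma. The meningeal and matrix list, which shares 0 genes with it, rose by 0.61 over 32 of 32 genes, as more meninges in those samples would give. Changed expression within these tissues was not tested.

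Higher complement genes at E13.5 go with more macrophages or microglia in the Atrx-null samples as a candidate explanation, since their list rose by 0.33. More blood would raise erythroid genes, whose median was -0.22. That lies below the bound of 0 set against this explanation, though not beyond the spread of its 13 genes (adjusted p = 0.56 by camera, and from 0.042 to 0.9 over the alternatives), so blood stays open. The spread was asked for only after this value was seen. Without control replicate 2 the median was -0.39 (adjusted p = 0.042).

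At E13.5 the 10 splits of the arrays are too few for a share under 0.05: 5 splits gave 4 or more probe sets at an adjusted p under 0.05 (highest other 116) and 5 gave 1988 or more at 1.5-fold (highest other 3795). The split with 116 parts control 1 and Atrx-null 1 and 2 from the rest and points to a structure of the samples other than genotype. Among the 3 other splits that part all pairs, the highest counts were 2 and 1703. At P0.5, 1 of 35 splits gave 18 or more (highest other 11), which excludes chance only if the pairing of littermates is set aside. With it kept, the 11 other splits that part 3 pairs (highest 2) are too few for a share under 0.05, and the pair as a block left 2 probe sets, so chance is not excluded. At 1.5-fold 5 of 35 gave 1564 or more (highest other 2253), so chance is not excluded there either, and among those 11 the highest was 1246.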

How the results depend on the processing

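The rankings of the ancestral PAR genes under alternative settings were added after the data were seen, and the other settings were planned. The cause of these shifts was not tested.

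The number of probe sets at an adjusted p under 0.05 at E13.5 (4) was 12 with an offset of 16, 12 among probe sets at or above the median signal, 11 with an intensity trend, 1 with the littermate pair as a replicate block, and 0 with each age on its own arrays and in an unmoderated comparison, where 942 passed an unadjusted p under 0.05 at 1.5-fold. At P0.5 (18) it was 69 with the offset, 41 at or above the median signal, 36 with the trend, 490 with array weights, 2 with the block, 1 unmoderated and 0 on its own arrays. Without single arrays it ran from 5 (without Atrx-null replicate 2) to 30 (without Atrx-null replicate 3) at E13.5, with 13, 9 and 9 without control replicates 1 and 2 and Atrx-null replicate 1, and from 7 (without Atrx-null replicate 3) to 25 (without control replicate 2) at P0.5, with 10, 8 and 8 without Atrx-null replicates 1, 2A and 2B.

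At 1.5-fold and an unadjusted p under 0.05 the E13.5 count (1988) was 520 with the offset, 432 at or above the median signal and 942 unmoderated, and from 1801 to 3168 without single arrays, highest without control replicate 1. At 2-fold (1120) it was 53, 84 and 484, and 1045 to 1919, highest again without control replicate 1. At P0.5 the 1.5-fold count (1564) was 584 with the offset, 442 at or above the median signal, 3781 with array weights and 1536 to 2078 without single arrays, and the 2-fold count (834) was 93, 97 and 2083, 520 unmoderated, and 834 to 1095.

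Probe sets higher at both ages (72) were 112 for values as deposited, 16 with the offset, 23 at or above the median signal and 34 unmoderated, and 59 to 111 without single arrays, highest without E13.5 control replicate 1. Probe sets lower at both ages (36) were 17 with the offset, 15 at or above the median signal, 23 unmoderated and 62 with array weights, and 32 to 54 without single arrays. The number whose effect differed between the ages was 0 by limma at an adjusted p under 0.05. At an unadjusted p under 0.05 it was 2181, no more than chance would give. The adjusted number was 2 after quantile normalization, 1 for values as deposited and 1 with the offset. It was 2 at or above the median signal, 1 with the trend and 2 with array weights. Without single arrays it was 0 to 2 (2 without E13.5 control replicate 3).

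The percentage of changed probe sets that were higher at E13.5 (55.6) was 47.4 after quantile normalization, 74.6 for values as deposited, 45.4 with the offset, 35.9 at or above the median signal, 59.8 on its own arrays, 58.2 unmoderated, 52.7 with the trend and 48.7 to 58.1 without single arrays. At P0.5 (59.3) it was 70.9 for values as deposited, 62.7 at or above the median signal and 53 to 62.7 without single arrays. The median log2 fold change of all probe sets was -0.045 at each age after centring, 0.061 and 0.026 for values as deposited, 0 and -0.005 after quantile normalization, and -0.043 and -0.037 with the offset.

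Of the 6 ancestral PAR genes, the number among the 15 most lowered genes at E13.5 (2) was 1 after quantile normalization, 5 with the offset, 5 at or above the median signal, 1 on its own arrays, 1 with array weights, 1 with linear means and 1 to 2 without single arrays (1 without control replicates 1, 2 or 3 or Atrx-null replicate 2). The number among the 5 most lowered at P0.5 (1) was 2 after quantile normalization, 2 with the offset, 2 at or above the median signal and 0 to 1 without single arrays (0 without control replicate 1 or Atrx-null replicate 2B).

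No result changed direction while called. Over gene lists and alternatives 722 results stayed on the same side of the threshold, 66 no longer passed and 18 newly passed, and for single genes these were 4188, 176 and 68. Where the pair as a block changed the call of a single gene, its value or a range that covers it is given in a passage on that gene. For the gene lists the block changed no call other than those of the cell cycle list. Separate fits of each age and the unmoderated comparison left 0 of the 6 ancestral PAR genes past an adjusted p of 0.05 at either age, as did the block. The filter on signal leaves out Shox2, which therefore has no value there.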

Differences from the paper's values

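Counts here are at the thresholds of the paper, with limma where the paper names no test. They keep every probe set of a gene, while the legend of the paper's Additional file 1 states that duplicates of a gene were taken out. The paper's counts at 1.5-fold were 202 at E13.5 and 304 at P0.5, against 1988 and 1564 here, and at 2-fold the paper's 22 and 57, against 1120 and 834. Of the alternatives set before the data were examined, the filter for probe sets at or above the median signal brings the P0.5 count at 1.5-fold (442) within 1.5 times the paper's, and no alternative does so for the other 3 counts. The paper's 14 probe sets higher and 13 lower at both ages stand against 72 and 36 here, and come within 1.5 times with an offset of 16 (16 and 17) and, for the lower ones, with the filter on signal (15). The paper's 10 probe sets of Atrx stand beside 7 annotated here.

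Table 1 folds of the ancestral PAR genes at E13.5 were, as fold decreases, the paper's 4.81 for Dhrsxy against 3.53 here, the paper's 3.05 for Csf2ra against 9.36, the paper's 2.21 for Arsd/e against 4.5, the paper's 2.09 for Cd99 against 2.59 and the paper's 1.81 for Asmtl against 2.46. No alternative closes the gap for Dhrsxy or Cd99. The offset does for Csf2ra, Arsd/e and Asmtl, the mean of all probe sets for Csf2ra, leaving out Atrx-null replicate 2 for Arsd/e, and quantile normalization, values as deposited and leaving out control replicate 2 or Atrx-null replicate 3 for Asmtl. At P0.5 the paper's 2.22 for Cd99 stands against 2.66 (closed by the mean of all probe sets) and the paper's 2.00 for Asmtl against 4.82 (by none). Folds of Shox2 at E13.5 and of Csf2ra and Dhrsxy at P0.5 lie within their spread over pairs of the paper's. The spread used throughout for Table 1, the SD of the log2 changes of the pairs, was chosen after seeing the values; an SD of the folds themselves had left Mbp, Nxph2, EST BI320076 and Asmtl at E13.5 within their spread and put Dhrsxy at P0.5 outside it.

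Among the other E13.5 genes of Table 1, the paper's -1.86 for Neurod4 stands against 1.22 here (closed without control replicate 2 or Atrx-null replicates 1 or 2, and by the mean of all probe sets) and the paper's -1.86 for Nxph2 against -2.47 (closed by values as deposited, the offset, and without control replicate 2 or Atrx-null replicates 1 or 3). At P0.5 the paper's -2.86 for EST BI320076 stands against -6.05 (closed by values as deposited, the block, linear means, and without control replicate 3 or Atrx-null replicates 2A or 2B), the paper's -2.08 for EST BI202412 against -4.06 (by none), the paper's -2.22 for Dsc3 against 1.2 (by the mean of all probe sets), the paper's -2.17 for Mbp against -1.01 (by none) and the paper's -2.04 for Trpc4 against -2.34 (by values as deposited, the offset, without Atrx-null replicate 2A, and by the mean of all probe sets). The accessions of Dsc3 and Mbp had no match, so their folds here need not be for the paper's probe sets. Vit, Tcf7l2, Gbx2, Syt13, Nxph1, Peg10, Wif1, Nr4a2, Met and Cbln4 lie within their spread.

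The paper counts 6 ancestral PAR genes among the 15 most lowered at E13.5, against 2 here, and 4 among the 5 most lowered at P0.5, against 1. At E13.5 the rankings with an offset of 16 and with the filter on signal each give 5. These settings were planned for other results, and both rankings under them were chosen after seeing the values: the filter drops 1 of the 6, Shox2, and the offset leaves Asmtl at rank 17. None of the settings gives 4 at P0.5, where the highest was 2.

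At an unadjusted p under 0.05, the paper's own threshold, these genes of Table 1 did not pass at E13.5: Gbx2, Syt13, Nxph1, Neurod4, Peg10 and Wif1. Gbx2 and Syt13 passed with the offset, with the pair as a block and with an intensity trend, Nxph1 and Peg10 with the block, and Syt13 and Nxph1 with the mean of all probe sets. Leaving out single arrays also brought calls for Gbx2 (control replicate 3 or Atrx-null replicate 1), Syt13 (control 1 or 3), Nxph1 (control 1 or Atrx-null 3) and Peg10 (control 1). At P0.5 Dsc3 and Mbp did not pass, and did with the mean of all probe sets, at log2 fold changes of -1.11 and -0.81. Its share of higher probe sets at E13.5 lies above the 55.6% found here and below the 74.6% for values as deposited. The paper's counts at 2-fold at both ages are smaller than the 34 higher and 20 lower found here.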

Other observations

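Eda2r, a receptor induced by p53, had log2 fold changes of 1.56 at E13.5 and 1.33 at P0.5 and was higher at both ages when adjusted over the list of p53 targets alone, as were Ccng1 (0.63) and Phlda3 (0.63) at E13.5 and Cdkn1a (0.77) at P0.5. Of the 23 measured genes of that list 15 were higher and 8 lower at E13.5, and 14 higher and 9 lower at P0.5, with a median of 0.11 at each age. None of the 4 named genes passed over all probe sets, and with an estimated correlation the list did not pass at either age (adjusted p = 0.42 and 0.48), nor with the preset one at E13.5 without control replicate 1 (0.076) or at P0.5 without control replicate 2 (0.22) or Atrx-null replicate 3 (0.092).

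Genes of the BMP pathway rose at P0.5, with Bmp6 at a log2 fold change of 1.23, Bmp5 at 0.73 and Bmp7 at 0.54 higher when adjusted over the list alone, and a list median of 0.14 (camera, adjusted p = 1.6e-05), while 0 of its 26 genes passed over all probe sets. Bmp7 and Trp73 (0.61), which belong to the hippocampal and hem list, were higher there too. Choroid plexus markers (median 0.96) and meningeal genes (0.61) rose at the same age, and the BMP list shares 1 gene with the choroid plexus list, 1 with the endothelial list and 2 with the hippocampal and hem list. Whether the rise comes with those tissues was not tested for this list. The paper's Additional file 2 has BMP signaling among its raised P0.5 categories, without gene names.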
